# An interleukin 6 responsive plasma cell signature is associated with disease progression in systemic sclerosis interstitial lung disease

**DOI:** 10.1016/j.isci.2023.108133

**Published:** 2023-10-05

**Authors:** Guiquan Jia, Thirumalai R. Ramalingam, Jason Vander Heiden, Xia Gao, Daryle DePianto, Katrina B. Morshead, Zora Modrusan, Nandhini Ramamoorthi, Paul Wolters, Celia Lin, Dinesh Khanna, Joseph R. Arron

**Keywords:** Fibrosis, Biological sciences, Molecular biology, Immunology

## Abstract

Systemic sclerosis (SSc) interstitial lung disease (ILD) is among the leading causes of SSc-related morbidity and mortality. Tocilizumab (TCZ, anti-IL6RA) has demonstrated a reduced rate of pulmonary function decline in two phase 2/3 trials (faSScinate and focuSSced) in SSc-ILD patients. We performed transcriptome analysis of skin biopsy samples collected in the studies to decipher gene networks that were potentially associated with clinical responses to TCZ treatment. One module correlated with disease progression showed pharmacodynamic changes with TCZ treatment, and was characterized by plasma cell (PC) genes. PC signature gene expression levels were also significantly increased in both fibrotic SSc and IPF lungs compared to controls. scRNAseq analyses confirmed that PC signature genes were co-expressed in CD38 and CD138 expressing PC subsets in SSc lungs. These data provide insights into the potential role of PC in disease progression and mechanisms of action of TCZ in fibrotic interstitial lung diseases.

## Highlights

• Tocilizumab treatment benefits SSc-ILD patients with stabilization of lung function
• Skin plasma cell (PC) gene signature is identified responsive to the treatment
• The enriched PC signature is associated with lung function of SSc-ILD patients
• The enriched PC signature is interrogated and verified in the lung of ILD patients

## Introduction

Systemic sclerosis (SSc) is an autoimmune disease characterized by fibrosis, vascular dysfunction, and immune dysregulation. SSc often initially presents as Raynaud’s phenomenon, a manifestation of microvasculopathy, with patients testing positive for one or more of a well-defined suite of autoantibodies.^1^ While the exact pathogenesis of SSc remains poorly understood, aberrant activation of immune cells abetted by autoantibodies and immune complexes can trigger repeated bouts of tissue injury and activate wound healing pathways that manifest over time as organ fibrosis. While a variable degree of skin involvement is almost universally present in SSc patients, significant morbidity arises from involvement of internal organs such as lungs, kidneys, and gastrointestinal tract. Indeed, interstitial lung disease (ILD) stands among the leading causes of death in SSc patients^2^^,^^3^ and affects nearly 80% of SSc patients over their lifetimes. Though diffuse skin involvement and certain autoantibody repertoires are associated with greater risk of disease progression, there are no validated biomarkers shown to be clinically useful in prognosticating disease trajectory, or predicting treatment response.

Interleukin 6 (IL-6) has been postulated to be involved in various aspects of SSc pathogenesis, including both activation and recruitment of myeloid and B cells to the lesions.^4^^,^^5^^,^^6^ Tocilizumab (TCZ), a monoclonal antibody against IL-6RA that inhibits IL-6 activity,^7^ was recently tested in SSc patients in two large phase 2/3 trials.^8^^,^^9^ Although TCZ treatment did not significantly improve skin thickening measured by modified Rodnan skin score (MRSS),^10^ lung function, measured as change in forced vital capacity (FVC) over time, was significantly stabilized in patients treated with TCZ. A key question is whether the lack of significant benefit on the clinical MRSS outcome is reflected in pharmacodynamic effects in skin tissue. An objective assessment of changes in disease pathway activity via molecular analysis may be more relevant and robust in quantifying the mechanistic contribution of the targeted biology to SSc pathogenesis.

SSc lends itself to molecular characterization as lesional skin punch biopsies can be readily collected before and after treatment. Assessment of disease activity at the molecular level, using transcriptomic and/or proteomic approaches, can enable us to explore prognostic relationships between activity levels of various pathways to key clinical manifestations of the disease and their progression over time, pharmacodynamics of targeted pathways in response to treatment, and potentially explore predictive aspects of certain molecular signatures that enrich for clinical benefit with a given intervention. Such molecular approaches are instrumental to realizing the promise of stratified medicine such that the right patient receives the right drug at the right time in the disease course. Multiple studies have reported on the heterogeneity of skin gene signatures in patients with SSc,^11^^,^^12^^,^^13^ and some have correlated these signatures with cross-sectional clinical metrics, but very few have done so in a large, well curated cohort of patients followed up systematically for an extended period of time to allow for the assessment of disease progression. In order to understand IL-6 modulated cellular and molecular signals dysregulated in SSc patient skin, we performed unbiased RNAseq analyses of skin punch biopsies collected as part of a large phase 3 study of TCZ in SSc, and identified a gene signature attributable to plasma cells (PCs) that is elevated in SSc skin and correlated with disease progression. This signature was blunted by TCZ treatment, thereby implicating a role for IL-6 in plasma cell (PC) mediated pathobiological processes in SSc.

## Results

### Demographic profile of the subjects in the study

A total 212 subjects with diffuse cutaneous SSc were enrolled in the focuSSced study and randomly assigned to receive placebo or tocilizumab (TCZ) as detailed elsewhere.^8^ 208 subjects with non-missing baseline and follow up clinical data were used in the post-hoc study. Among them, skin RNA samples were available from 37 subjects that consented for an optional, exploratory biopsy, collected once immediately prior to treatment (baseline, BL), and followed by a second biopsy at 48 weeks of treatment—including 18 from the active treatment arm and 18 from the placebo arm (of which 11 subjects in each arm had one biopsy at each time point) after the removal of outlier samples from RNAseq (see STAR Methods section for detail). Baseline demographics and disease characteristics for the subjects in the entire study and the subset with skin biopsy samples used in this analysis are presented in Table 1.

**Table 1:** Characterization of demographics of subjects in comparison between RNAseq subset and the total cohort of FocuSSced

Comparison of population characteristics between subjects in the total cohort and RNAseq subset			
	RNAseq subset	Total cohort	p value
N	37	208	
Age (mean (SD))	51.27 (11.25)	48.09 (12.43)	n.s.
FVC%pred. (median [IQR])	81.35 [70.19, 93.44]	82.48 [71.12, 93.30]	n.s.
FVC change (median [IQR])	−0.05 [-0.16, 0.06]	−0.05 [-0.12, 0.06]	n.s.
DLCO%pred. (median [IQR])	74.29 [57.28, 89.30]	73.63 [63.21, 88.28]	n.s.
DLCO change (median [IQR])	−0.09 [-0.23, 0.01]	−0.05 [-0.17, 0.09]	n.s.
MRSS (median [IQR])	22.00 [17.00, 30.00]	19.00 [15.00, 25.00]	∗
MRSS change (median [IQR])	−0.11 [-0.20, −0.01]	−0.12 [-0.20, −0.02]	n.s.

Comparison of population characteristics within PBO arm			
	RNAseq subset	Total cohort	p value
n	19	104	
Age (mean (SD))	54.05 (10.74)	49.19 (12.66)	n.s.
FVC%pred. (median [IQR])	92.13 [81.48, 98.03]	86.84 [72.56, 95.96]	n.s.
FVC change (median [IQR])	−0.13 [-0.28, −0.03]	−0.08 [-0.16, 0.01]	n.s.
DLCO%pred. (median [IQR])	76.55 [69.66, 98.06]	76.15 [65.70, 85.90]	n.s.
DLCO change (median [IQR])	−0.14 [-0.31, −0.03]	−0.06 [-0.18, 0.07]	n.s.
MRSS (median [IQR])	20.00 [15.50, 29.00]	19.00 [15.00, 26.00]	n.s.
MRSS change (median [IQR])	−0.05 [-0.19, 0.02]	−0.11 [-0.20, 0.01]	n.s.

Comparison of population characteristics within TCZ arm			
	RNAseq subset	Total cohort	p value
n	18	104	
Age (mean (SD))	48.33 (11.31)	46.98 (12.15)	n.s.
FVC%pred. (median [IQR])	72.89 [66.23, 77.70]	80.00 [69.69, 90.04]	n.s.
FVC change (median [IQR])	0.01 [-0.08, 0.18]	−0.02 [-0.10, 0.08]	n.s.
DLCO%pred. (median [IQR])	60.85 [51.15, 82.33]	71.46 [59.42, 89.24]	n.s.
DLCO change (median [IQR])	−0.04 [-0.12, 0.11]	−0.05 [-0.17, 0.11]	n.s.
MRSS (median [IQR])	25.50 [19.00, 30.75]	19.00 [15.00, 24.25]	∗∗
MRSS change (median [IQR])	−0.18 [-0.23, −0.06]	−0.14 [-0.21, −0.06]	n.s.

n.s.: no significance statistically; ∗∗ p value <0.05.

The overall demographic profile was generally comparable between the biopsy subset and the total cohort, including age at baseline, gender distribution, baseline lung function as measured by percent predicted FVC (median FVC%pred.: 81.35 in the subset vs. 82.48 in the total cohort) and percent predicted diffusing capacity of lung for carbon monoxide (median DLCO%pred.: 74.29 in the subset, vs. 73.63 in the total). However, degree of skin involvement at baseline, as measured by the MRSS was higher in the biopsy subset than the total cohort (median MRSS: 22.0 vs. 19.0, p value <0.05). The key clinical endpoints, including change from baseline to week 48 in MRSS and in lung function, as measured by linear regression slope using all longitudinal measurements, were not meaningfully different between the subset and the entire cohort.

### Identification of a distinct plasma cell (PC) gene module from pharmacodynamic effects of TCZ treatment on skin transcriptional profiles

We performed RNAseq on bulk RNA extracted from available skin biopsies and queried whether any genes/pathways pharmacodynamically (PD) responded to TCZ treatment. 

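Skin biopsies from 37 subjects with SSc in the focuSSced trial and from 14 healthy donors gave 76 libraries of bulk RNA, each from 1 biopsy. TCZ is an antibody that blocks the interleukin-6 receptor, and the placebo arm was sampled over the same 48 weeks. The placebo arm had 19 libraries at baseline and 14 at week 48, and the TCZ arm had 17 at baseline and 12 at week 48. Both biopsies were present for 14 subjects of the placebo arm and 11 of the TCZ arm. The paper gives 36 subjects, with 11 pairs in each arm, after the removal of 3 outlying libraries. Its text does not name these libraries, so all libraries were used here, and the values of single subjects are shown in the plots of module changes and of signature genes. RNA libraries were made with a stranded total RNA kit and sequenced on an Illumina HiSeq instrument. The authors aligned the reads to GRCh38 and deposited whole-number counts for 58302 features. The aligner, the counting tool, its use of strand and the annotation release are not given in the sources used here. Total counts ranged from 19066597 to 36152204 in healthy libraries (median 28481655.5), from 14453039 to 33953158 in placebo baseline libraries (median 27996264) and from 17105512 to 55329983 in placebo week 48 libraries (median 28766680.5). In the TCZ arm they ranged from 17145264 to 45540849 at baseline (median 26759443) and from 16224952 to 33232570 at week 48 (median 27365286.5). For the treatment effect, the 50 libraries of the 25 pairs were fitted in 1 model with each subject as a block, and the change in the TCZ arm was compared with the change in the placebo arm by edgeR's quasi-likelihood test. The filter on low counts left 21288 genes. Each standard error of a log2 fold change is its size divided by the square root of the test's F statistic. The level of a module is the mean of log2(CPM + 1) of its genes, and changes of modules were compared between arms by 2-sided permutation tests of 100000 resamples. The choices that moved the number of genes past a threshold the most were the terms that the test removes from the model, the block for subjects and the removal of outlying libraries.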

We performed differential gene expression analysis in a design of time course with nested individuals for group-specific effects, where we compared baseline to week 48 expression changes intra-individually for individuals with both pre- and post-treatment biopsies prior to aggregating those changes for each group and then compared the aggregate changes between TCZ treatment and the placebo (PBO) groups. 

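The lambda light chain genes IGLC3 and IGLC2 and the Fc receptor gene FCGR1A had negative log2 fold changes at week 48 in the TCZ arm relative to placebo. Genes of fat tissue had positive ones, and no single gene passed an adjusted p of 0.05. Among genes at an unadjusted p under 0.05, a fold change of at least 1.5 and a mean count over 25, the lowest log2 fold changes outside the variable and joining segments included those of IGLC3 (−2.72, standard error 1.16) and IGLC2 (−2.59, standard error 1.03), near-identical constant regions of the lambda light chain whose counts are uncertain. FCGR1A, the high-affinity receptor for IgG on myeloid cells, had a log2 fold change of −2.23 (standard error 0.79), and its counts are also uncertain because near-identical copies can take its reads. TNFSF18, a ligand of the TNF family, had −1.98 (standard error 0.86), and complement receptor CR1 −1.50 (standard error 0.61). CR1 was lower at week 48 in 11 of 11 subjects on TCZ, from 3.20 ± 3.32 to 0.816 ± 0.339 CPM (SD, n = 11), and in 9 of 14 on placebo. In the other direction, LEP, which encodes the fat cell hormone leptin, had a log2 fold change of 2.68 (standard error 1.10), EGFL6 1.86 (standard error 0.66), the peroxisomal fatty acid transporter ABCD2 1.63 (standard error 0.64) and the fatty acid desaturase SCD 1.41 (standard error 0.58). Of 15 adipocyte markers, 15 had a positive log2 fold change (median 1.37), with an adjusted p of 3.57e-13 from limma's camera at a preset correlation and an adjusted p of 0.155 with an estimated correlation. None of the 21288 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test of the difference between the arms. At an unadjusted p under 0.05 there were 281 genes, 151 higher and 130 lower on TCZ. They were 1.32% of the genes tested, a smaller share than a threshold of 0.05 gives with no effect. The corresponding counts were 349 from limma on each subject's difference and 392 from DESeq2's test of the interaction term, and neither called a gene at an adjusted p under 0.05. With the arms shuffled over the subjects, limma gave a median of 551 genes, so these counts are not evidence of an effect. With the thresholds on fold change and mean count added, 52 genes were higher and 57 lower on TCZ. Without the block for subjects, 51 genes were higher and 791 lower at the same thresholds, and DESeq2's likelihood ratio test against an intercept, which also tests differences between subjects, gave 228 and 527. Without the pairs of the 3 SSc libraries of lowest connectivity, a choice made after seeing the data, the numbers were 104 and 145.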

Overall, 534 genes from 764 DEG (defined as differentially expressed genes (DEG) with p value <0.05 & |fold change| > 1.5, as detailed in the Methods section) were significantly down-regulated in the TCZ treatment group compared to PBO over time. These TCZ down-regulated genes were advanced as a candidate PD gene set. 

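Of the 534 genes in the study's table of down-regulated genes, 529 passed the filter on low counts and 528 of these had a negative log2 fold change between the arms. Their median was −0.76, and the median of the paper's own fold changes for the same genes was −0.80. Genes of the set included the fibril-associated matrix protein CILP2 (log2 fold change −1.23, standard error 0.43), fibrillin FBN2 (−1.12, standard error 0.44) and the immunoglobulin A heavy chain constant gene IGHA1 (−1.74, standard error 0.63), whose reads cannot be told from those of IGHA2 and whose log2 fold change turned to 1.15 without the block for subjects. IGHA1 was lower at week 48 in 8 of 11 subjects on TCZ and in 4 of 14 on placebo. At least 1.5-fold lower values were estimated for 484 of the genes, and for 161 of 527 (median −0.45) without the libraries of standardized connectivity under −2.5, while 54 of all tested also had an unadjusted p under 0.05 and a mean count over 25. None passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, in limma or in DESeq2's test of the interaction term, and 56, 68 and 86 of them had an unadjusted p under 0.05 in these tests. Across the genes, the log2 fold changes correlated with the paper's with r = 0.951, and 0.865 without those libraries, but genes are not independent replicates. The list was chosen on these samples, so its direction is not independent evidence. In the study's table, p follows from the test statistic at 24 degrees of freedom for 533 of the 534 genes. Such p-values test more than the difference between the arms.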

To identify molecular pathways implicated by these genes, we used weighted gene co-expression network analysis (WGCNA) across all PD genes to construct co-expressed networks and module partitions (see STAR Methods section and Figure 1 for details). These analyses identified a total of four modules (designated as PD-1 to PD- 4) as shown in Figure 2A (detailed gene list in each module in supplemental information). 

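PD-3 and PD-4 had lower changes to week 48 in subjects on TCZ than on placebo at an unadjusted p under 0.05, and PD-1 and PD-2 had differences of like size that did not pass. The study selected the genes of each module on these samples for lower values on TCZ than on placebo, so these tests are not independent evidence of the direction. PD-3, the module of immunoglobulin genes, had a mean change of −0.67 ± 0.86 log2 units on TCZ (SD, n = 11) and of 0.09 ± 0.84 on placebo (SD, n = 14), a difference of −0.76 (permutation test, p = 0.0298), which was −1.22 with a pseudocount of 0.1 CPM and −0.43 with 5. PD-4, with genes of the extracellular matrix and of macrophages, had −0.60 ± 0.70 on TCZ, where 10 of 11 subjects were lower, and 0.10 ± 0.98 on placebo, a difference of −0.70 (permutation test, p = 0.0459). On placebo 8 of 14 subjects were also lower, with a median change of −0.06, and the highest changes were 2.73 and 1.41. PD-1 had a mean change of −0.47 ± 0.87 on TCZ and 0.17 ± 0.81 on placebo (permutation test, p = 0.0615). PD-2 had a mean change of −0.43 ± 0.97 on TCZ and 0.24 ± 0.88 on placebo (permutation test, p = 0.0827). Over the 4 modules the Benjamini-Hochberg adjusted p was 0.0819 for PD-1, PD-3 and PD-4 and 0.0827 for PD-2. Without the pairs of the 3 SSc libraries with the lowest connectivity, all of the placebo arm and chosen after seeing the data, the differences were −0.71 for PD-3 and −0.66 for PD-4, each with an adjusted p of 0.0530. Without the libraries of standardized connectivity under −2.5 over all libraries, the differences were −0.48 for PD-3 (p = 0.0426), −0.48 for PD-4 (p = 0.0791), −0.32 for PD-1 (p = 0.136) and −0.30 for PD-2 (p = 0.362), with adjusted p of 0.158, 0.158, 0.181 and 0.362 from the same permutation tests. Genes of a module moved together in libraries of both arms. The mean pairwise correlation of module members over the 29 TCZ libraries was 0.626 for PD-1, 0.764 for PD-2, 0.757 for PD-3 and 0.717 for PD-4, and over the 33 placebo libraries 0.555, 0.544, 0.796 and 0.707. The paper built the network of the modules on libraries of the TCZ arm, from genes that it had selected by the difference between both arms. In the 14 healthy libraries the values were 0.0950, 0.423, 0.412 and 0.283, and the highest value among 200 random gene sets matched on expression for each module and group was 0.0923. These correlations are across genes, which are not independent replicates. The random sets were matched on expression alone. Reads shared among ribosomal protein genes and pseudogenes in PD-2, or among immunoglobulin genes in PD-3, could also raise the values, which was not tested.

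**Figure D1:**
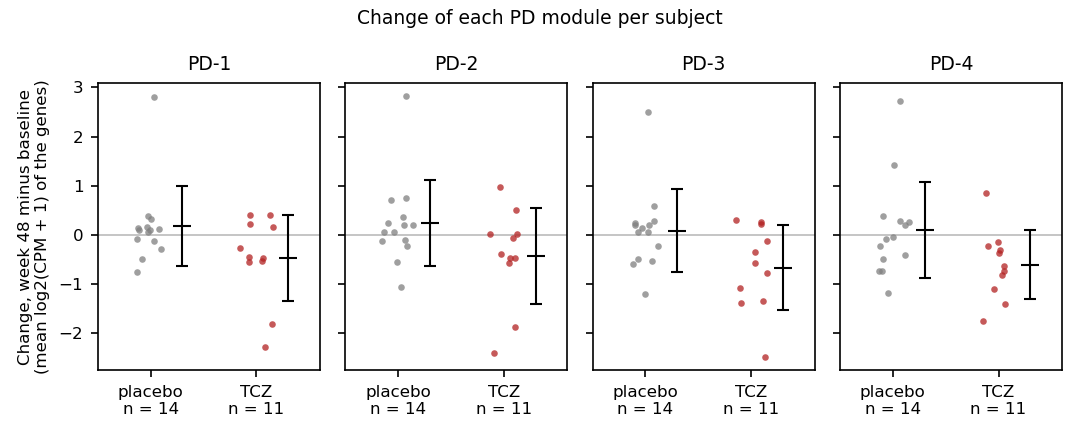
Change of each PD module in single subjects, as the mean of log2(CPM + 1) of its genes at week 48 minus baseline, for 14 subjects on placebo (grey) and 11 on TCZ (red). Each point is 1 subject, and the bars give the mean and SD. The means on TCZ lie below 0 in each module, at −0.67 for PD-3, and the points of both arms overlap.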

We performed pathway enrichment analysis to identify biological pathways that were implicated by the genes in the modules and top 5 enriched pathways are listed in the dotplot (Figure 2B). The module PD-1 (including 33 genes) was enriched for pathways involved in the regulation of immune responses; module PD-2 (211 genes) was relatively proximal to PD-1 in correlation and comprised many genes involved in the pathways and cellular functions responsible for gene translation elongation and termination. 

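PD-1 held genes of several immune functions, and PD-2 held ribosomal protein genes and their pseudogenes. Of the 33 PD-1 genes, 27 were protein coding, 4 were immunoglobulin variable segments and 2 were long noncoding RNAs. Its members included 3 of 18 chemokine genes, CCL2, CCL19 and CXCL10, which attract monocytes and lymphocytes, against 0.0358 by chance (Fisher's exact test, adjusted p = 0.000176 over 128 tests), and the zinc-binding metallothioneins MT1F and MT1M (0.0139 by chance, adjusted p = 0.00128), whose near-identical copies make their counts uncertain. In PD-1 the members with the smallest p were the light chain segments IGLV3-25 (log2 fold change −2.86, standard error 1.09) and IGLV4-69 (−3.06, standard error 1.43), and SUPT3H, a subunit of a transcriptional coactivator (−0.57, standard error 0.26). Of the 211 PD-2 genes, 108 were pseudogenes, 59 of them of ribosomal proteins, 86 were protein coding and 16 were long noncoding RNAs. The 169 PD-2 genes within the background of the overlap test held 16 of 77 ribosomal protein genes against 0.783 by chance (adjusted p = 3.27e-15) and the cytotoxic granule genes GNLY, GZMH, GZMM and NKG7, 4 of 13 against 0.132 by chance (adjusted p = 0.000176). RPL10AP2, a pseudogene of RPL10A, had a log2 fold change of −1.55 (standard error 0.55), TSPAN10 −0.95 (standard error 0.40) and IER5L −0.68 (standard error 0.28). RPS28, a protein of the small ribosomal subunit, had −1.03 (standard error 0.50). Reads of ribosomal protein genes and their pseudogenes cannot be told apart with certainty, so these counts are uncertain. All 33 PD-1 genes and all 211 PD-2 genes had a negative log2 fold change (medians −0.69 and −0.72), with none at an adjusted p under 0.05 in edgeR's test over all genes or adjusted over the list alone, and 3 and 13 at an unadjusted p under 0.05. With an estimated correlation the camera p was 0.0235 for PD-1 and 0.0259 for PD-2 (adjusted p = 0.155 for each). Both lists were chosen on these samples and are not independent evidence of their direction. The lists of chemokines, metallothioneins, ribosomal proteins and cytotoxic genes were written when the paper's tables had been seen. Their overlaps with the modules are therefore descriptive. Among the 78 ribosomal protein genes, listed before the counts were examined, 76 had a negative value (median −0.50). The 16 in PD-2 were selected on these samples for lower values, so the list is not independent of that module. Camera gave the list an adjusted p of 3.55e-20 at the preset correlation and 0.511 with an estimated correlation. Without the pairs of the libraries of low connectivity its adjusted p was 0.0812. The eigengenes of PD-1 and PD-2 correlated with r = 0.808 across the 29 TCZ libraries, which include 2 libraries of some subjects, and with r = 0.655 across the 33 placebo libraries. PD-1 correlated with PD-3 and PD-4 with r = 0.560 and 0.746 across the TCZ libraries and with r = 0.695 and 0.835 across the placebo libraries.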

The genes in the module PD-4 (44 genes) were involved in pathways related to wound healing processes, such as extracellular matrix organization, collagen biosynthesis, and macrophage activation, e.g., Fc-gamma receptor (FCGR) activation (Figure 2B). 

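Macrophage and extracellular matrix genes of PD-4 had negative log2 fold changes between the arms, and several were lower in nearly all subjects on TCZ. FCGR1A went from 1.13 ± 1.33 to 0.235 ± 0.390 CPM (SD, n = 11) on TCZ and was lower in 10 of 11 subjects, against 8 of 14 on placebo. The gene lies on chromosome 1 of GRCh38 from 149782671 to 149791675. FCGR3A, the low-affinity IgG receptor of macrophages and natural killer cells, which shares reads with FCGR3B, had a log2 fold change of −0.96 (standard error 0.58) between the arms and was lower in 10 of 11 subjects on TCZ. VSIG4, a complement receptor of tissue macrophages, had −0.70 (standard error 0.51), the complement component C1QB −0.81 (standard error 0.70), the scavenger receptor CD163L1 −0.57 (standard error 0.38) and the methyltransferase NNMT −0.61 (standard error 0.50). Within the TCZ arm the log2 fold changes were −2.58 for FCGR1A (unadjusted p = 0.000262), −1.21 for FCGR3A (unadjusted p = 0.00938) and −0.88 for VSIG4 (unadjusted p = 0.0309) in edgeR's test, each with an adjusted p of 0.993. PD-4 held 8 of 24 macrophage markers (0.0636 by chance), 9 of 30 genes of the extracellular matrix (0.0795 by chance), 3 of 20 genes of the TGF-beta response (0.0530 by chance) and 3 of 22 collagens (0.0583 by chance), with adjusted p of 3.75e-14, 3.27e-15, 0.000409 and 0.000471 by Fisher's exact test. The lists were written when the paper's tables had been seen. The shared macrophage markers include FCGR1A, FCGR3A, CD163L1, C1QB, NNMT and VSIG4, which the paper names for PD-4. These overlaps are therefore descriptive, and their p-values do not test independent lists. The matrix genes were CCN4, CILP2, COMP, EPYC, FNDC1, LUM, P4HA3, PRSS23 and SULF1, and the collagens COL4A4, COL8A1 and COL10A1. LINC01013, a noncoding RNA on the strand opposite to the fibrosis gene CCN2 whose reads may not be separable from it, had a log2 fold change of −1.43 (standard error 0.57). All 44 PD-4 genes had negative values between the arms (median −0.78), with none at an adjusted p under 0.05 by edgeR, none adjusted over the list alone, and 10 at an unadjusted p under 0.05. The camera p with an estimated correlation was 0.0196 (adjusted p = 0.155), and the list was chosen on these samples. Of the 25 macrophage markers, 23 had a negative value between the arms (median −0.46) and 24 within the TCZ arm (median −0.55). These lists hold the 8 macrophage and 9 matrix genes of PD-4, selected on these samples for lower values. Their tests are therefore not independent of PD-4. Camera gave an adjusted p of 9.11e-06 and 4.18e-13 at the preset correlation, and with an estimated correlation the adjusted p was 0.547 and 0.315. For the 30 matrix genes 24 were negative (median −0.41), with an adjusted p of 1.67e-05 and, with an estimated correlation, an adjusted p of 0.547.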

Some genes in PD-4 have shown significant reduction in expression as a macrophage gene set in response to TCZ treatment in the FaSScinate cohort,^14^ including FCGR1A, FCGR3A, CD163L, C1QB, NNMT, and VSIG4.

**Figure 1:**
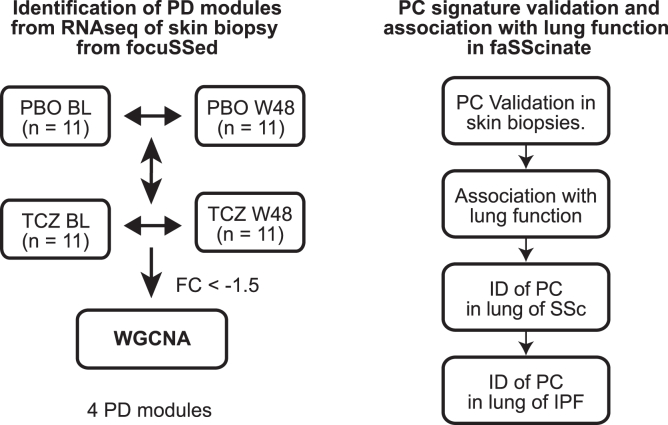
Flow chart of the data analysis The figure summarizes the main procedures and steps in the entire data analysis; the left panel illustrates the analytical steps for the identification (ID) of pharmacodynamic (PD) modules, while the right panel shows the validation of plasma cell (PC) as PD module associated with the disease. BL: baseline; W48: week 48; FaSS: FaSScinate; PC: plasma cells; PD: pharmacodynamic; PBO: placebo group; TCZ: the group of treatment with tocilizumab; WGCNA: weighted gene co-expression network analysis.

**Figure 2:**
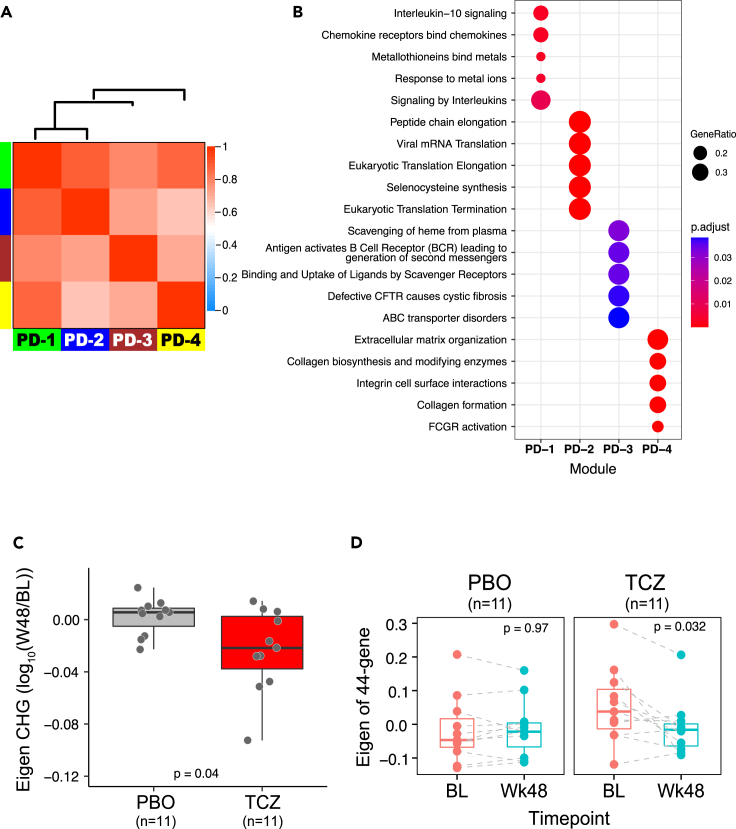
Identified PD modules from RNAseq of skin biopsy (A) The Module eigengene adjacency dendrogram (top) and heatmap with red and blue indicating highly related and unrelated modules, respectively, depicting the relationship of the modules of PD genes identified by WGCNA. The color row below the heatmap indicates PD module assignment: PD-1 (n = 33 genes), PD-2 (n = 211 genes), PD-3 (n = 44 genes), and PD-4 (n = 44 genes). (B) Reactome pathway enrichment of each module gene set. Pathways were determined for each module gene using the compareCluster function with Reactome database. The top 5 of the most over-represented the classification of pathways are illustrated as dot plots, with the gene ratio denoted by size and the significance denoted by color. The p values were adjusted by the Benjamini-Hochberg method. (C) PC module eigengene (ME) was down-regulated in TCZ treatment group compared with placebo group in the FocuSSced cohort. The eigengene change of PC module 48 weeks post treatment from pretreatment is expressed as log10 on y axis; the p value (Wilcoxon test) is indicated at the bottom of graph. (D) Paired comparison of module eigengene at baseline and 48 weeks following-up. Intra-patient comparison showed a significant reduction of ME in patients with TCZ treatment but not with placebo (PBO).

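Within the TCZ arm the PC module eigengene fell from baseline to week 48 in an exact sign-flip permutation test (2-sided, p = 0.0244, n = 11 subjects), and the exact Wilcoxon signed-rank test gave p = 0.0322, for genes that the study selected on these samples. The mean of log2(CPM + 1) of the 44 genes was 2.00 ± 1.18 at baseline and 1.33 ± 0.83 at week 48 (SD, n = 11). On placebo the eigengene did not pass the same permutation test (p = 0.783, n = 14 subjects) and the Wilcoxon test gave p = 1. Paired placebo libraries had a mean of 1.59 ± 1.59 at baseline and 1.68 ± 1.39 at week 48 (SD, n = 14). With each TCZ subject left out in turn, the p within the TCZ arm was from 0.0176 to 0.0488.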

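Genes that plasma cells use to make and secrete antibody were lower at week 48 on TCZ than at baseline in most subjects, without passing the adjusted threshold one by one. FAM30A, a noncoding RNA gene on chromosome 14 of GRCh38 (105879976 to 105932642) inside the heavy chain locus, had a log2 fold change of −1.64 between the arms (standard error 0.57, unadjusted p = 0.00776) and was lower in 11 of 11 subjects on TCZ and 5 of 14 on placebo. Its span overlaps heavy chain diversity segments on the other strand, so some of its counts are uncertain. MZB1, a chaperone of antibody assembly on chromosome 5 (139387467 to 139390081), went from 4.91 ± 6.09 to 2.46 ± 5.28 CPM (SD, n = 11) on TCZ and had a log2 fold change of −1.35 between the arms (standard error 0.74, unadjusted p = 0.0816). DERL3, which clears misfolded protein from the endoplasmic reticulum, lies on chromosome 22 (23834503 to 23839128) and had −0.87 (standard error 0.46, unadjusted p = 0.0696). POU2AF1, a B cell coactivator on chromosome 11 (111352255 to 111455630), had −0.85 (standard error 0.48, unadjusted p = 0.0867). CD79A, the signaling chain of the B cell receptor on chromosome 19 (41877279 to 41881372), had −0.60, and JCHAIN, which joins units of IgM and IgA, on chromosome 4 (70655541 to 70681817), had −0.67. The annotation places 25 immunoglobulin variable segments, 2 joining segments, 8 constant genes and 1 constant pseudogene among the 44 genes of the module. A further 6 are protein coding genes, namely MZB1, POU2AF1, DERL3, CD79A, JCHAIN and the light chain-like gene IGLL5, 1 is the noncoding FAM30A and 1 feature had no entry in the annotation used here. Of the 40 module genes that passed the filter, 39 had a negative log2 fold change between the arms (median −1.36) and 40 within the TCZ arm (median −1.21). None of the module genes passed an adjusted p of 0.05 by edgeR in either comparison, 7 and 17 had an unadjusted p under 0.05, and adjusted over the list alone 0 and 1 passed. The camera p with an estimated correlation was 0.0142 between the arms (adjusted p = 0.155) and 0.00567 within the TCZ arm (adjusted p = 0.189). The module was chosen on these samples, so its direction is not independent evidence. Of 23 other plasma cell markers, listed outside the module, 18 were negative between the arms (median −0.18, camera adjusted p = 0.0494, adjusted p = 0.707 with an estimated correlation). Without the pairs of the libraries of low connectivity camera placed this list higher, not lower (adjusted p = 0.858). Of 16 B cell markers, 10 were negative (median −0.19, camera adjusted p = 0.567).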

Interestingly, the PD-3 module comprising 44 genes (gene set list in supplemental information) was highly enriched for transcripts associated with PCs (PC, also termed as antibody secreting cells), most of which were immunoglobulin variable region genes (39 out of 44) and others implicated in PC function and/or known to be selectively expressed in PC (MZB1, POU2AF1, DERL3, FAM30A, and CD79A). For instance, the gene MZB1, encoding marginal zone B and B1 cell specific protein, is required for T cell-independent immune responses and differentiation of PCs^15^ and POU2AF1 is a B cell-specific transcriptional coactivator.^16^^,^^17^ Therefore, we designated this gene module the PC module. 

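The eigengene of the 44 PC module genes is their first principal component and held 78.3% of their variance across the 76 libraries. Its change from baseline to week 48, on the log10 scale of the paper, was −0.0238 ± 0.0303 on TCZ (SD, n = 11) and 0.00280 ± 0.0291 on placebo (SD, n = 14), a difference of −0.0266 (2-sided permutation test, p = 0.0292). The module was selected on these samples, so its tests are not independent evidence of a lower level on TCZ. The eigengene was lower at week 48 in 8 of 11 subjects on TCZ and in 5 of 14 on placebo. At baseline the eigengene of the paired subjects differed between the arms by 0.0313 (permutation test, p = 0.606), and by 0.0648 (permutation test, p = 0.172) without the pairs of the 3 SSc libraries of lowest connectivity. With the baseline eigengene as a covariate the difference between the arms was −0.0220 (permutation test, p = 0.0255), and −0.0143 (permutation test, p = 0.0811) without those pairs. The 6 genes of the module left without the immunoglobulin genes, IGLL5 and the feature with no annotation gave −0.0276 (permutation test, p = 0.0127). The rank-based Wilcoxon test of the same changes gave p = 0.0752, and with single subjects left out in turn the permutation p was from 0.0129 to 0.0626, at or over 0.05 in 4 of 25 fits, 3 of them without a TCZ subject and 1 without a placebo subject. A comparison of the week 48 libraries alone, with no pairing, gave −0.0128 (permutation test, p = 0.436), and without the libraries of low connectivity, which removed 1 pair on TCZ and 2 on placebo, the difference was −0.0169 (permutation test, p = 0.0485).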

PC module expression, represented by module eigengene (ME), was significantly reduced following TCZ treatment (Figure 2C). The heterogeneity in the degree of PD response of the PC module may in turn be related to the overall heterogeneity of the underlying disease among SSc subjects. 

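Among subjects on TCZ, the change of the 44 plasma cell genes to week 48 was more negative where their eigengene was higher at baseline. Over the 11 subjects, baseline against change gave Pearson's r = −0.722 (permutation p = 0.0116, adjusted p = 0.0271 over 14 relations) and Spearman's rho = −0.873 (permutation p = 0.000960, adjusted p = 0.00192). These 14 relations include those of the 4-gene signature with the module, each at a permutation p of 1e-05. Their presence lowers the adjusted p of the relations with change, so values near 0.05 depend on this choice of family. Without the 2 subjects farthest from the median baseline, r was −0.928. A baseline that is high by chance is followed by a decrease, so the change was also set against the mean of both time points. This gave r = −0.459 (permutation p = 0.147, adjusted p = 0.187) and rho = −0.664 (permutation p = 0.0308, adjusted p = 0.0480), and r = −0.621 without the 2 farthest subjects. On placebo the relation of baseline with change had r = −0.496 (permutation p = 0.0874, adjusted p = 0.127) and rho = −0.424 (permutation p = 0.131, adjusted p = 0.183) over 14 subjects, and r = −0.0240 without the 2 farthest. Against the mean of both time points it had r = −0.259 (permutation p = 0.307, adjusted p = 0.314) and rho = −0.200 (permutation p = 0.495, adjusted p = 0.495), and r = 0.567 without the 2 farthest. Without the pairs of the 3 SSc libraries of lowest connectivity, chosen after seeing the data, the placebo relation with baseline had r = −0.645 (permutation p = 0.0368, adjusted p = 0.0644) and rho = −0.373 (permutation p = 0.260, adjusted p = 0.304) over 11 subjects, and r = −0.541 without the 2 farthest. The slope of the change on baseline was −0.527 on TCZ and −0.262 on placebo. A permutation test on the residuals of a model with a common slope did not call a difference (p = 0.213). With 11 and 14 subjects this does not show that the slopes are alike.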

Subjects showing the greatest PD effect of TCZ treatment generally tended to be those with higher baseline PC module expression within the group, whereas there was no significant change over time in this expression module in the placebo group (Figure 2D; Figure S1).

Immunoglobulin (Ig) variable region genes are uniquely expressed in B-lineage cells and at very high levels in Ig-secreting cells such as plasmablasts and PCs, hence their presence in the PD-3 module specifically implicates Ig-secreting cells as a major component of this module. However, Ig variable region genes are not always well annotated or individually informative in gene expression datasets, due to their intrinsic complicated sequence profiling based on antigen dependency across individuals. Therefore, we used the first four non-immunoglobulin genes (MZB1, POU2AF1, DERL3, and FAM30A) in the module that we also found highly correlated in lungs later as an abbreviated PC gene signature in further analyses unless otherwise noted. 

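The 4 genes MZB1, POU2AF1, DERL3 and FAM30A together were lower after TCZ. They come from a module that the study selected on these samples for lower values on TCZ, so the tests of their change are not independent evidence. Their mean log2(CPM + 1) fell by 0.60 ± 0.62 on TCZ (SD, n = 11 subjects, 10 of them lower, exact sign-flip permutation test, p = 0.00879) and had a mean change of 0.20 ± 0.94 on placebo (SD, n = 14, 3 of them lower, permutation p = 0.566). The difference between the arms was −0.80 (permutation test, p = 0.00866), −0.63 (p = 0.00426) without the pairs of the 3 SSc libraries of lowest connectivity, and −0.40 (p = 0.0422) with a pseudocount of 5 CPM. Within the TCZ arm FAM30A had a log2 fold change of −0.96, MZB1 −1.14, POU2AF1 −0.83 and DERL3 −0.78, with unadjusted p of 0.0254, 0.0495, 0.0266 and 0.0323 from edgeR and an adjusted p of 0.993 for each. Over the 36 baseline libraries of subjects with SSc, the 4-gene mean correlated with the 44-gene eigengene with r = 0.967 and rho = 0.952, and r = 0.924 without the 2 libraries farthest from the median. Each permutation p was 1e-05, the smallest that 100000 resamples can give, and the adjusted p was 2.8e-05 over 14 relations. The 4 genes are part of the module, so the eigengene was also built from its 36 immunoglobulin genes alone, and the correlation was r = 0.956 and rho = 0.940 (r = 0.899 without the 2 farthest), with the same p. Over all 62 SSc libraries, which hold 2 biopsies of some subjects, r was 0.960 and rho 0.922, and r was 0.935 without the 2 farthest. The paper reasons that variable region genes are not always well annotated or informative one by one, since their sequences vary with antigen across individuals. It therefore used the 4 genes, which it also found to correlate in lungs, as a short signature, and states that this signature correlated with the full module and had the same PD effect.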

We tested whether this four-gene signature could faithfully recapitulate overall PC ME and confirmed that it indeed highly and significantly correlated with the full PC module (R = 0.96, p < 0.001; Figure S2A) and showed the same PD effect of TCZ treatment (Figure S2B)

### Validation of PD effect on PC gene signature in an independent cohort

To validate our observations in an independent cohort, we used skin biopsy transcriptomic data available from the faSScinate study,^14^ which recruited a similar profile of SSc patients and used a clinical trial design analogous to focuSSced, with a few notable differences. The follow-up biopsy was conducted 24 weeks after treatment, compared to 48 weeks in focuSSced, and the transcriptomic data were captured using a whole transcriptome microarray technology, as opposed to the RNA sequencing approach used for focuSSced. Given platform differences, only three of the four genes from the abbreviated PC module (MZB1, POU2AF1, and DERL3) were represented in the microarray dataset, and used as the PC gene set in this case. Consistent with the observations for the four-gene PC module in focuSSced, this three-gene set in FaSScinate showed significant down-regulation following TCZ treatment as compared to placebo control (Figure 3A) and highly correlated each other (Figure S3). Some of the samples in the placebo group that had higher PC eigengene values at baseline showed a spontaneous reduction at 24 weeks (data not shown), suggesting a possible “regression to the mean” (RTM) phenomenon commonly observed with repeated measures in clinical trials,^18^ or a natural change in the underlying disease activity. In order to assess and adjust for the effect of RTM, we performed an analysis of covariance (ANCOVA),^19^ factoring the baseline PC eigengene levels as a covariate (Figure 3B). This analysis showed that TCZ treatment had a statistically significant PD effect compared to the PBO arm. In addition, the divergence between the regression lines by increasing baseline PC gene expression levels confirmed the observation in focuSSced that higher PC expression levels at baseline corresponded to a greater potential to observe a PD effect with TCZ treatment.

**Figure 3:**
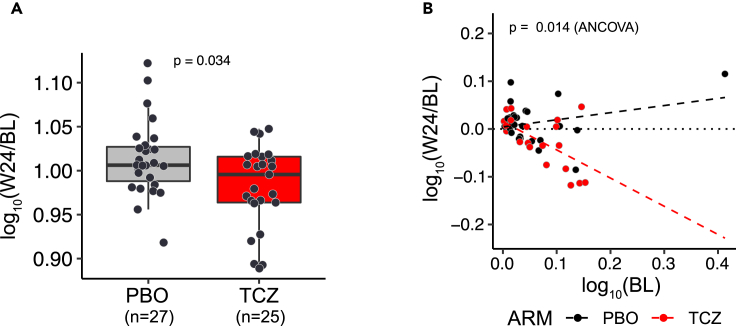
PC signature is down-regulated by TCZ treatment in FaSScinate cohort (A) PC signature is down-regulated in TCZ treatment arm compared with placebo arm. The eigengene change of 3-gene PC signature 24 weeks post treatment from pretreatment is expressed on y axis and p value labeled on the top of graph is from Wilcoxon test. (B) Additional test with ANCOVA model confirmed the significant down-regulation of PC signature by TCZ treatment and the greater PD effects on the subjects with higher PC expression level. Scatterplot shows the function of change (follow-up/baseline measurements) against baseline measurements, both in log10. The dotted line represents perfect agreement (no change) and the dashed lines are fitted regression lines for TCZ treatment and placebo groups. P value was from ANCOVA test.

### Skin PC module expression is elevated and prognostic of FVC decline in SSc-ILD patients

The PC gene module showed elevated expression levels in SSc skin samples compared to age and gender matched healthy controls (Figure 4A) in both focuSSced (Figure 4A[a]) and faSScinate (Figure 4A[b]) clinical studies. This is consistent with the observed greater PD effect on the PC module in patients with higher baseline activity of the pathway, as they had a detectable window to show decreases in pathway activity.

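Plasma cell and B cell genes were higher in SSc skin at baseline than in healthy skin. FAM30A had a log2 fold change of 4.34 (standard error 0.76, adjusted p = 1.12e-05 from edgeR's quasi-likelihood test), MZB1 4.03 (standard error 0.85, adjusted p = 0.000148), POU2AF1 2.73 (standard error 0.60, adjusted p = 0.000292) and DERL3 1.82 (standard error 0.54, adjusted p = 0.00623). With limma's voom DERL3 did not pass (adjusted p = 0.0942). The light chain and heavy chain genes rose with them, as 38 of 38 tested PD-3 genes were higher (median log2 fold change 4.46, 38 adjusted over the list alone). Camera called the module at the preset correlation (adjusted p = 1.20e-06) but not with an estimated correlation (p = 0.275, adjusted p = 0.579), and the study chose the module on samples that include these. Among 22 other plasma cell markers, 12 rose and 4 fell at an adjusted p under 0.05 (13 and 4 adjusted over the list alone, camera adjusted p = 0.115). The surface markers CD38 and FCRL5 rose, with log2 fold changes of 2.15 and 5.08, and SDC1, which keratinocytes also express, fell by 0.93. Of 16 B cell markers 12 rose and none fell (12 and 0 adjusted over the list alone, median 1.71, camera adjusted p = 0.00138, and adjusted p = 0.579 with an estimated correlation), and the B cell surface protein MS4A1 had a log2 fold change of 3.78 (adjusted p = 0.000302). The mean of log2(CPM + 1) of the 44 genes was 1.76 ± 1.29 (SD, n = 36) in SSc baseline skin and 0.58 ± 0.32 (SD, n = 14) in healthy skin. The 4-gene mean was 1.64 ± 1.12 (SD, n = 36) and 0.70 ± 0.20 (SD, n = 14). The eigengene differed by 0.108, with p = 2e-05, the smallest that 100000 resamples of the permutation test can give. The difference of the 44-gene mean, 1.18 (p = 0.00140 in a permutation test that counts both tails by size), became 0.98 (p = 0.0920 in the same test) with the level of immediate early genes as a covariate and 0.83 (p = 0.0759) with the share of counts in the 10 most abundant genes. Of 13 immediate early genes 10 fell in SSc skin (median −2.40), and mitochondrial genes held 4.29% ± 1.20 of counts in SSc baseline libraries and 5.80% ± 1.17 in healthy ones. Across 20953 genes, 1195 rose and 496 fell at an adjusted p under 0.05, a fold change of at least 2 and a mean count over 25. The counts within lists use the adjusted p alone, at which 4379 of all 20953 genes rose and 3804 fell. TMM factors were 0.881 ± 0.053 in healthy libraries (SD, n = 14) and 1.03 ± 0.070 in SSc baseline libraries (SD, n = 36), and the 10 most abundant genes held 12.7% ± 1.56 and 9.06% ± 2.03 of the counts. From higher PC module expression at baseline, the paper reasons that subjects with a higher level had room for a decrease to be seen on TCZ.

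**Figure D2:**
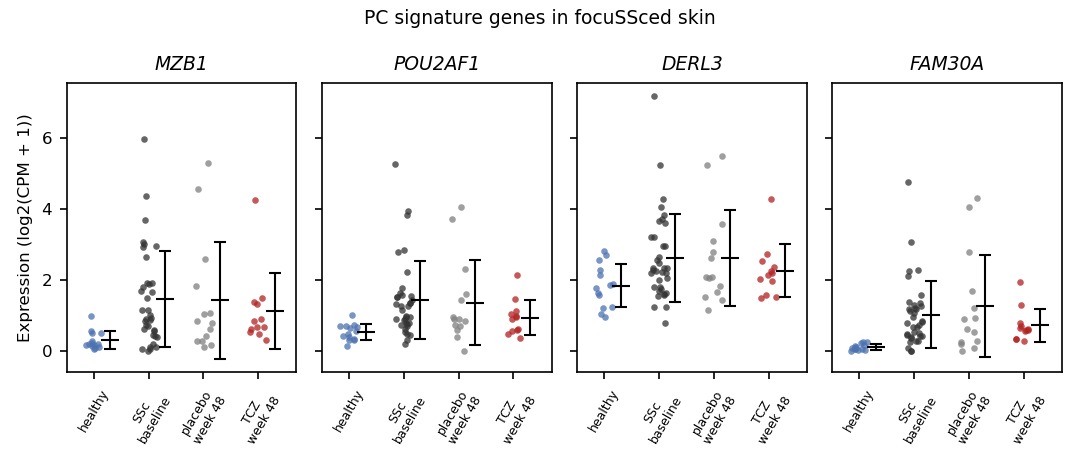
Expression of MZB1, POU2AF1, DERL3 and FAM30A as log2(CPM + 1) in 14 healthy libraries, 36 SSc baseline libraries, 14 placebo week 48 libraries and 12 TCZ week 48 libraries. Each point is 1 library, and the bars give the mean and SD. SSc baseline libraries reach higher values than healthy libraries for each gene, while their lowest values overlap with them.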

**Figure 4:**
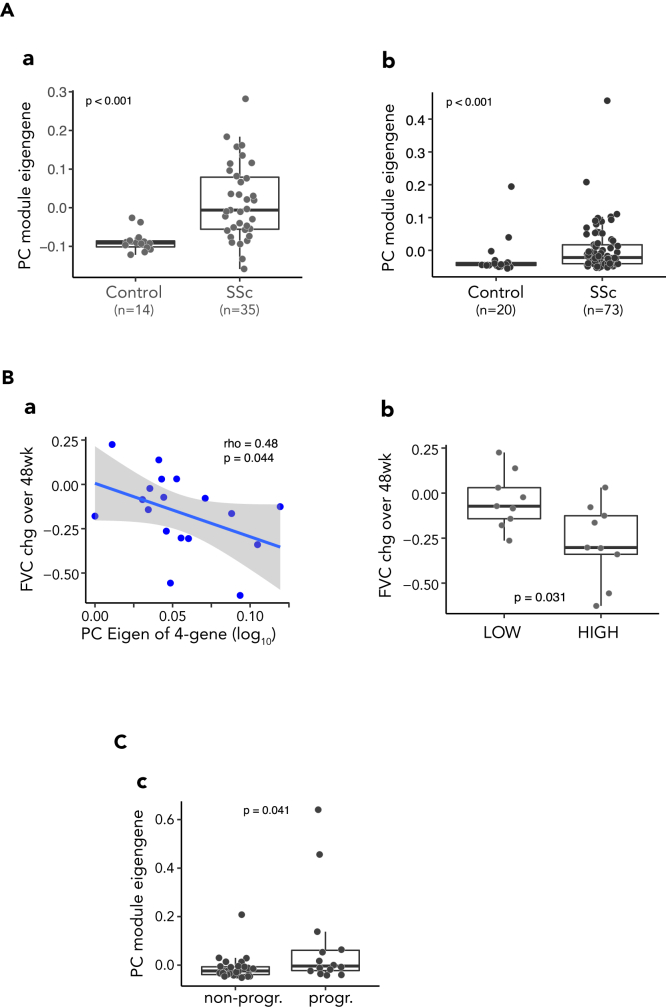
Elevated PC signature was associated with FVC decline in SSc-ILD (A) Baseline PC module is highly elevated in SSc skin compared with healthy controls. (a) PC module eigengene in FocuSSced; (b) 3-gene eigengene in FaSScinate. (B) Baseline PC module expression associated with FVC decline over 48 weeks. (a) PC module eigengene (ME) in skin biopsies was correlated inversely with FVC change (percent predicted) in placebo group of the FocuSSced study. The Spearman correlation coefficient and p value are listed on the top of the plot. (b) Subjects dichotomized according to median baseline ME showed significant differences in FVC change. P value was from Wilcoxon test. LOW: the group with baseline ME less than the median; HIGH: the group with baseline ME greater than the median. (C) The progressors in lung function decline showed higher PC gene expression in the placebo arm of FaSScinate cohort. Progressors (progr.) were defined as subjects with FVC decline over 48 weeks ≥ 10% or DLCO decline >15%. P value was from Wilcoxon test.

As TCZ treatment was associated with a reduced rate of lung function decline in SSc patients in both focuSSced and faSScinate studies, we queried whether skin PC biology and gene expression levels would be informative in the context of SSc lung disease. In the placebo arm of the focuSSced study, where lung function progressively decreased over time, we found that patients with higher level of skin PC module gene expression at baseline showed greater lung disease progression, as measured by FVC change over time (using all the available FVC data from baseline to wk 48) (Figure 4B[a]). Specifically, subjects with higher than median levels of PC signature at baseline showed significantly larger FVC decline over time (Figure 4B[b]).

Although the skin PC eigengene at the baseline did not show significant correlation with continuous change in the FVC over 48 weeks in faSScinate (data not shown) possibly due to the eigengene value calculated from the gene expression derived from the microarray and/or unexplained baseline differences between the subjects in these two clinical trials,^8^^,^^14^^,^^20^ using a combination of categorical definition of disease progression (FVC decrease >10% or DLCO decrease >15% over 48 weeks) which had greater prognostic significance than continuous change in the FVC,^21^ subjects with “progressive ILD” showed higher PC eigengene values at baseline than non-progressors in the faSScinate study (Figure 4C).

Interestingly, baseline PC eigengene level did not show a significant correlation with longitudinal changes in skin thickness (MRSS), an endpoint that TCZ treatment failed to significantly impact in both the clinical trials, although there was a nonsignificant trend for a baseline correlation between PC score and MRSS. Nor was a significant correlation evident between PC eigengene and diffusing capacity of the lungs for carbon monoxide (DLCO), either at baseline level or the change over time (Figure S4).

### Skin PC signature is enriched in lungs of SSc-ILD patients

MZB1 protein and MZB1-positive PC have been reported to be enriched in both human lung and skin fibrosis,^22^ suggesting that PC accumulation as a common underlying pathological phenomenon in both skin and lung of SSc patients.

To build upon these observations, we generated RNAseq data from explanted SSc-ILD and control lung tissue and determined the DEG between the two groups. We subjected this subset of genes to WGCNA analysis to identify gene co-expression modules, coded by color names (Figure 5A). The modules aggregated into two main groups with network adjacency matrix, while one module (labeled yellow) was less strongly correlated with either of the two main groups.

**Figure 5:**
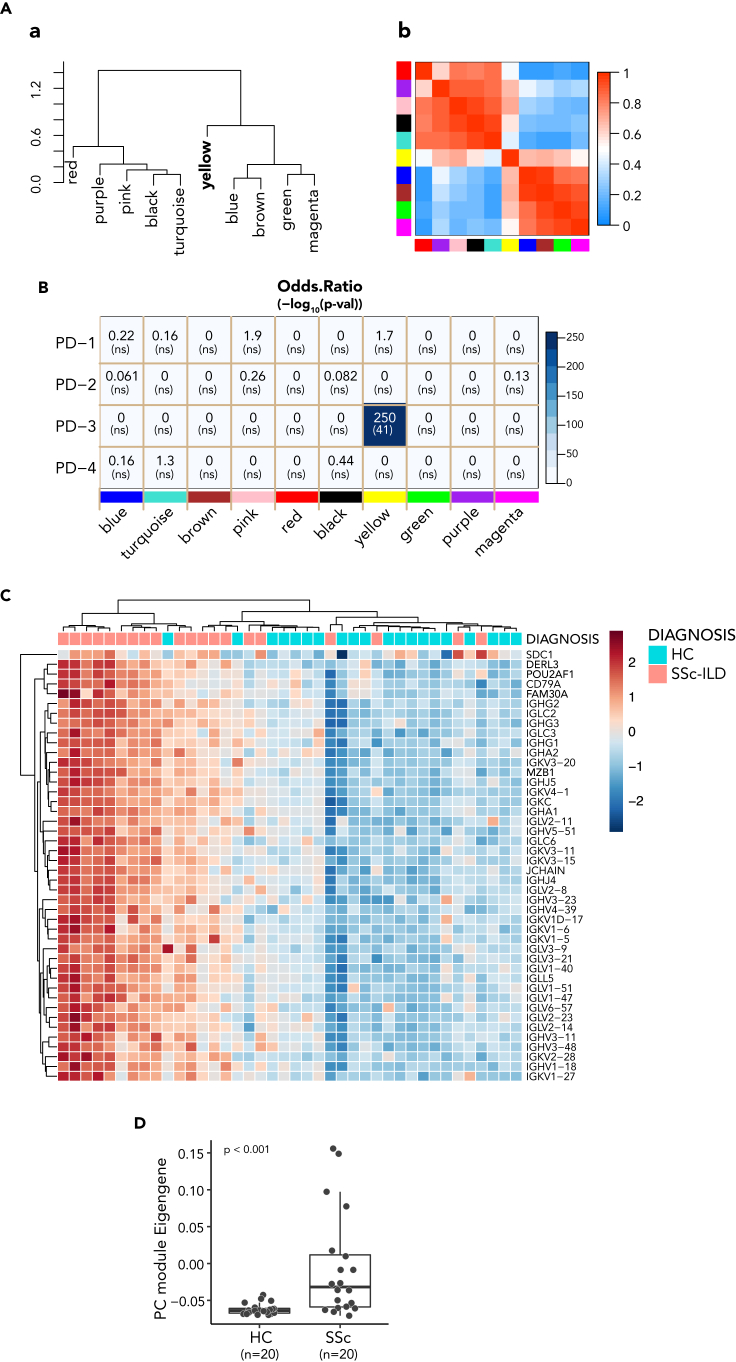
Skin PC signature enriched in SSc-ILD lung (A) Relationship between WGCNA derived module eigengenes from RNAseq of SSc-ILD lung. (a) The eigengene dendrogram of DEG genes on hierarchical clustering of adjacency-based dissimilarity, and (b) relationship of modules on eigengene adjacency heatmap. The modules assigned in WGCNA were either text labeled in (a) or color labeled on both axes of the heatmap in (b), respectively. Colors in heatmap are from low adjacency (blue) to high adjacency (red). (B) Heatmap showing the overall results from overlap analysis between the module genes from SSc-ILD lung and PD modules from SSc skin. Blue color gradient represents the odds ratio score. The number on the top in each square box of heatmap represents the odds ratio value from the analysis, while the number in the parentheses at the bottom represents the p value in -log10. The color labeled modules derived from the RNAseq of SSc-ILD lung are on the x axis and 4 PD modules from skin RNAseq are on y axis. ns represents no statistical significance with a cutoff of p < 0.05. (C) Heatmap of elevated PC gene expression in RNAseq of SSc-IL lungs compared with control lungs. PC module genes (n = 44) in rows and subjects in columns were hierarchically clustered and the gene expression was transformed and standardized to *Z* score. The conventional PC marker CD138 (encoded by SDC1) was included as a reference displayed on the top of row in the heatmap. The four PC signature genes are highlighted in bold in the label. (D) Elevated PC ME in lung of SSc-ILD. PC ME of SSc-ILD lung was compared with controls. p value shown on the top of plot was derived from Wilcoxon test.

We performed gene similarity analysis of pathways^23^ to compare the lung co-expression modules to the skin PD modules to assess whether any were related to skin gene sets of interest. The overall results from the overlap analysis are shown in an odds ratio heatmap (Figure 5B). Intriguingly, the yellow module was identified in lung as most overlapping with the skin PC module (PD-3), whereas none of the other lung modules significantly overlapped with any of the four skin PD modules. The yellow module comprised 195 genes, among which 133 genes encode immunoglobulin genes, in addition to many other genes relevant to B cell and PC biology.

We performed a hierarchical clustering of the gene expression levels of the skin PC module (n = 44) in lungs from subjects with SSc and controls (Figure 5C). These genes were coordinately expressed at higher levels in a majority of SSc lungs analyzed, relative to controls. Consistent with the expression of PC module in skin, the skin PC ME was significantly higher in SSc lungs compared to controls (Figure 5D).

It was infeasible given the limitations of the study design to sample lung tissue longitudinally in the context of TCZ treatment to determine whether the PD effect on the PC signature observed in skin is also evident in lung. However, given the evidence that the PC signature is elevated in both fibrotic lung and skin tissue and modulated by TCZ treatment in skin, and that TCZ treatment significantly stabilized lung function in SSc-ILD, it is plausible that increased tissue PC activity might actively contribute to lung disease progression in ILD.

Given the increased PC signature in skin and lung tissues, we explored whether the PC related transcripts were elevated in peripheral blood of SSc patients as well. Analysis of data from RNAseq of whole blood samples collected from the FaSScinate cohort at baseline showed that tissue PC signature genes were not co-expressed in a similar manner in blood as in tissues. Nevertheless, some PC genes (such as DERL3 and POU2AF1) were down-regulated in SSc-ILD blood compared the controls (Figure S5). The tissue PC module we discovered in response to IL6 inhibition may therefore be distinct from that of circulating leukocytes, which may reflect differential recruitment, retention, and/or redistribution of these cells in affected tissues.

### Skin PC signature from SSc-ILD is also enriched in IPF ILD lungs

Next we evaluated whether the increased expression of PC module genes was unique to SSc lungs, or if the feature is readily apparent in other fibrotic interstitial lung diseases as well. For this, we compared RNAseq of lung tissue explants from idiopathic pulmonary fibrosis (IPF) patients and that of controls, and analyzed the DEG in IPF patients compared to controls using WGCNA (Figure 6A). Interestingly, akin to SSc-ILD lungs, gene modules in IPF lungs aggregated into two major groups plus one module (yellow) that was less related to either of the major groups. The IPF yellow module was highly similar to the corresponding module in SSc lungs, displaying a large odds ratio and low p value (Figure 6B). This suggests that PC accumulation may not be a unique feature of lung fibrosis only in the autoimmune setting. Indeed, IPF lungs showed significantly higher expression of the PC signature (Figure 6C), suggesting that PCs might play a role in pathogenic processes in IPF as well.

**Figure 6:**
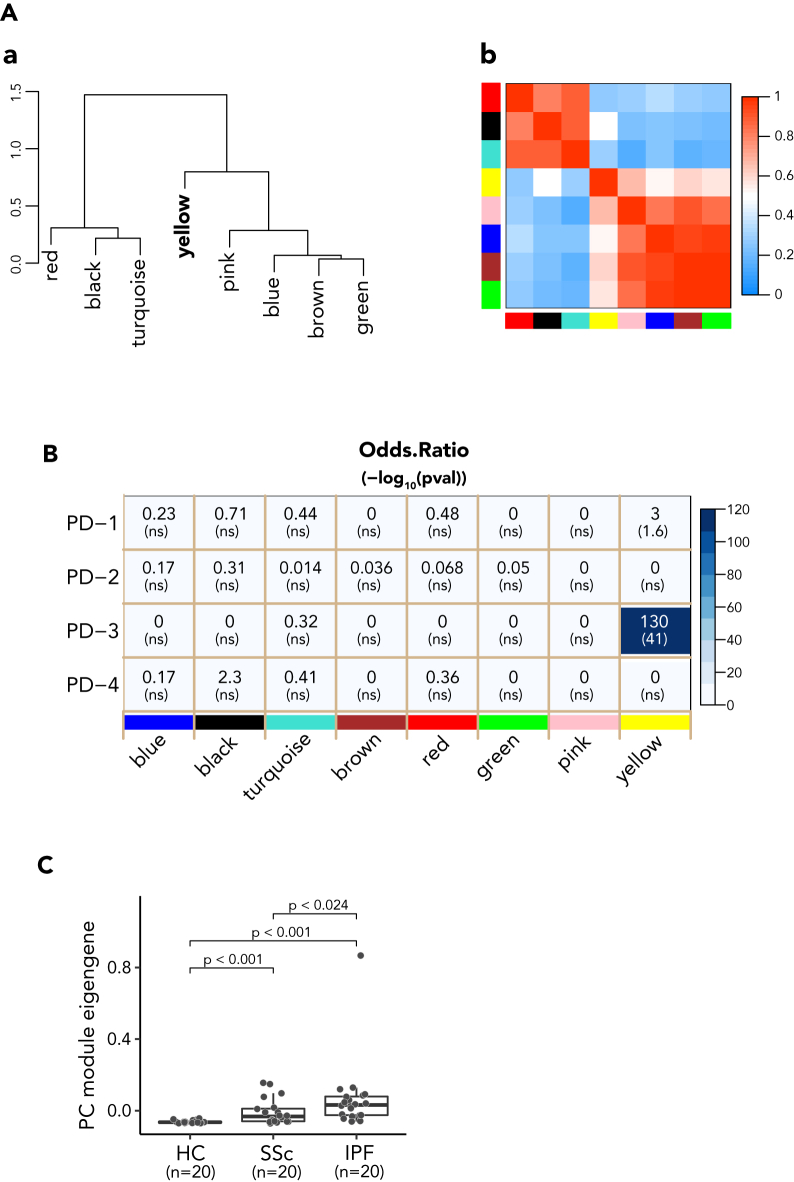
Skin PC signature enriched in IPF ILD lungs (A) Relationship between WGCNA derived module eigengenes from RNAseq of IPF lung. (a) The eigengene dendrogram of DEG genes on hierarchical clustering of adjacency-based dissimilarity, and (b) relationship of modules on eigengene adjacency heatmap depicted tight clusters of correlated eigengenes of modules. The modules assigned in WGCNA, were either text labeled in (a) or color labeled on both axes of the heatmap in (b), respectively. Colors in heatmap are from low adjacency (blue) to high adjacency (red). (B) Heatmap showing the overall results from overlap analysis between the module genes from IPF lung and PD modules from SSc skin. Blue color gradient represents the score of odds ratios. The number on the top in each square box of heatmap represents the odds ratio of overlapping from the analysis, while the number in parentheses at the bottom represents the p value in -log10. The color labeled modules derived from the RNAseq of IPF lung are present on x axis and 4 PD modules from skin RNAseq are on y axis. ns represents no statistical significance with a cutoff of p < 0.05. (C) PC ME in control and ILD lungs. PC MEs of SSc and IPF lungs were compared to each other and to controls (n = 20 in each category as shown). P value shown on the top of plot was derived from Wilcoxon test.

### Confirmation of plasma cells in ILD lungs by scRNAseq

To better delineate the cell population with PC signature and their changes in cellular phenotypes associated with fibrotic diseases, we examined scRNAseq of explanted lungs from ILD patients and controls. scRNAseq analysis showed that small distinct subsets (PC1 and PC2) expressed PC signature genes visualized in single-cell atlas with UMAP plot (Figure 7A) and stacked violin plot (Figure 7B). Their expression levels were higher in SSc-ILD lungs than in control lung (Figure 7B; Figure S7A, Data S3), especially in the PC2 subset which was only detected in SSc-ILD lung (Figure S7B). The clusters of cells also expressed CD38 and CD138 (gene name: SDC1) but were low or negative for CD19 (not shown) and CD20 (gene name: MS4A1) (Figure 7B), which is distinct from conventional CD19 and CD20 positive B lymphocyte cells (Figure 7A). It confirmed that a PC population was present in lung tissue that may contribute to the pathophysiology of ILD, in agreement with a previous report by Schiller et al*.*^22^

**Figure 7:**
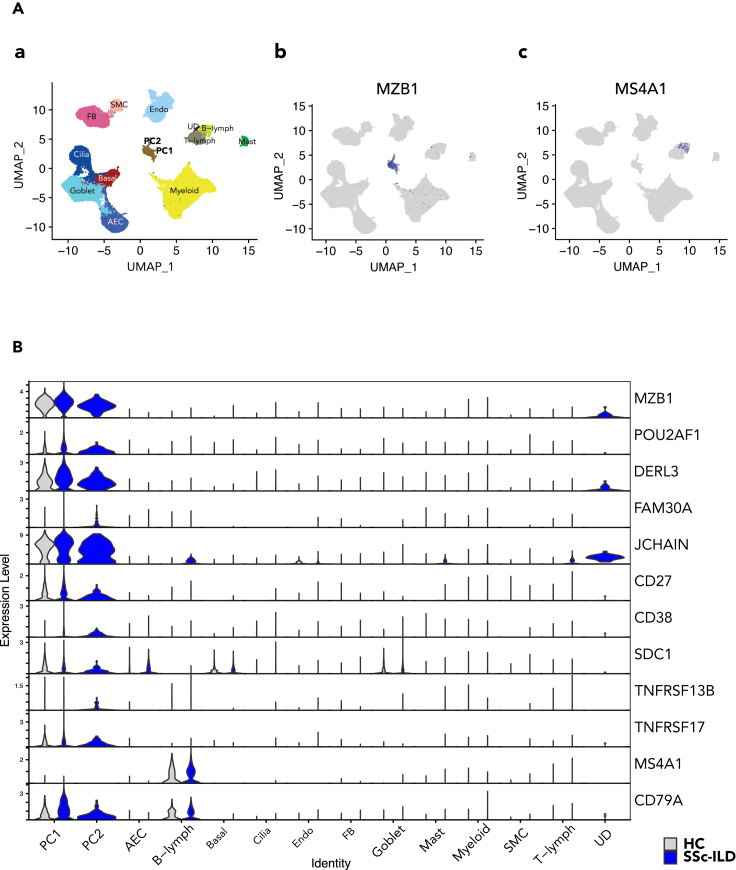
Confirmation of plasma cells in ILD lungs by scRNAseq (A) UMAP atlas of scRNAseq from explanted lung cells depicted an MZB1 expressing subset. The annotated subsets of SSc-ILD lung cells are shown on the left (a) as the reference for cell type position on the UMAP atlas and MZB1 positive (b) and MS4A1 (encoding CD20) (c) cell subsets are depicted with a color spectrum. AEC: alveolar epithelial cells; FB: fibroblasts; SMC: smooth muscle cells; Endo: endothelium; UD: undetermined cells; PC1/PC2, plasma cells. (B) Skin PC signature genes are distinctly expressed in plasma cells in SSc-ILD lung tissue. The gene expression of interest and relevant to B cell development stages are presented in a stacked violin plot in comparison between the control and SSc, where genes related to specific B cell sub-types are listed on the right of y axis and the annotated clusters on x axis. The colors represent the sources of RNAseq, blue from SSc-ILD lung (SSc-ILD), whereas gray from the healthy control (HC). TNFRSF17: encoding BCMA; TNFRSF13B: encoding TACI.

## Discussion

Although understanding of the biological processes underpinning the pathogenesis of SSc has improved in recent years due to the vast and continuing progress being made in the domains of genomics, transcriptomics, and proteomics, a gap in their translation into safe, effective, and targeted therapies still exists. A way to narrow that gap would be to evaluate molecular changes in tissue samples and patient data collected in the course of rigorously designed clinical trials for further exploratory research. This would accelerate our understanding about the key molecular pathways operating in affected organs, and how they relate to disease severity, progression, and response (or lack of thereof) to any experimental treatments being studied.

Here, we sought to understand which molecular pathways changed in skin tissue in response to therapeutic blockade of IL-6 signaling in the context of two clinical trials, and how that information could be extrapolated to potentially address the unmet need in SSc. We used available skin punch biopsy samples from individuals enrolled and appropriately consented in the focuSSced cohort as a discovery set, and performed an unbiased whole transcriptome analysis by clustering correlated genes together as modules using the WGCNA approach. This analysis for pharmacodynamic changes showed a PC enriched module that was significantly attenuated in response to TCZ treatment, which we confirmed in samples from the faSScinate trial.

PCs are long-lived tissue-resident antibody secreting cells that generally reside in bone marrow, but are also reported to persist within chronically inflamed tissue such as in kidneys of patients with systemic lupus erythematosus (SLE),^24^ central nervous system of patients with multiple sclerosis,^25^ spleens of patients with auto-immune thrombocytopenia,^26^ inflamed synovial tissue of rheumatoid arthritis patients^27^^,^^28^ or thymus tissue of myasthenia gravis patients.^29^ Long-lived autoreactive PCs implicated in persistent autoimmune inflammation have been reviewed by F. Hiepe et al.^30^ Transcriptomic analyses have not only confirmed the existence of PCs in inflamed tissue but also provided some quantitative relationships with clinical metrics beyond the scope of what is achievable by histopathologic characterization alone. For instance, a transcriptomically derived PC signature was shown to be elevated in the peripheral blood and skin tissue of SSc patients.^31^ While some genes used for the published PC signature are common with our tissue derived PC signature (e.g., JCHAIN), there are differences as well, attributable to the differences in how they were derived. Of note, we did not observe a PC signature in blood that correlated with tissue PC signatures (Figure S5).

Production of pathogenic autoantibodies by self-reactive PCs is a hallmark of autoimmune diseases. We do not have direct data to support that the PCs in the skin tissue are pathogenic or produce autoantibodies. However, although none of the commonly tested systemic autoantibody titers were individually significantly associated with the skin PC signature level, a composite index derived by the sum of the individual autoantibody positivity for each subject, was associated with skin PC level, such that subjects scoring a composite index of two manifested a skin PC signature that was statistically significantly higher than those with a score of one or zero. This suggests that tissue PC score may reflect the totality of the activities of multiple different autoreactive PC (Figure S6). Because the entire spectrum of autoAb specificities in SSc is unknown and not conventionally measurable, a molecular index of total PC activity in tissue as determined by gene expression may provide complementary information to measuring a particular subset of serum autoAb titers. Furthermore, while PCs produce antibodies, they also can produce inflammatory and pro-fibrotic cytokines^32^ which could contribute to tissue pathophysiology independently of antibody-mediated effects. However, this does not explain the disconnect between clinical effects of TCZ treatment on skin and lung outcomes. The lack of available pre- and post-treatment tissue samples from lung precludes a definitive assessment of whether the PD effect on PCs observed in skin is also true in lung tissue. The antibody-independent contributions of PCs to SSc tissue pathology and their roles in ILD represent areas for future investigation.

The putative autoimmune etiology of SSc-ILD is consistent with our observation that a tissue PC signature is elevated and associated with lung function progression. IPF, on the other hand, is associated with compromised regenerative capacity of alveolar epithelium and is not considered an autoimmune disease (though certain auto-antibodies have been reported in some patients^33^^,^^34^^,^^35^^,^^36^), and affects a demographically different population, with a more progressive trajectory. IPF and SSC-ILD, while displaying certain degrees of overlap, are generally differentiated both histopathologically and radiologically (UIP pattern vs. NSIP pattern, respectively). Therefore, our data confirming prior observations that PCs are enriched across multiple fibrotic ILDs despite different pathological patterns imply that dysregulated PC biology may represent a convergent pathological outcome of distinct inciting events. Tissue PCs may contribute to the progression of these apparently disparate ILDs by perpetuating a chronic inflammatory reaction that contributes to persistent tissue injury, fomenting fibrogenesis.

Interleukin-6 (IL-6) is a key regulator of B cell differentiation into PCs and exerts a significant impact on the pathogenesis of PC disorders, including plasmacytoma and myeloma.^37^ Perturbed IL-6 production has been implicated in the development of polyclonal PC abnormalities and PC neoplasias.^38^^,^^39^ Furthermore, IL-6 has been shown to play a crucial role in supporting the generation of long-lived PCs.^40^^,^^41^

Our identified distinct gene signature is enriched for B cell-related genes expressed in various B cell subsets, respectively. While we have referred to this signature as a “PC module,” we acknowledge that it may also reflect B cell activation and the infiltration of activated B cells into SSc tissues. To our knowledge, our analyses demonstrate for the first time that the tissue PC are not only associated with SSc disease at baseline but may also carry prognostic information to help predict clinical progression, and mechanistically link tissue PC levels to endogenous IL-6 activity—a relationship long suspected based on *in vitro* and preclinical observations but not previously demonstrated in human disease via a rigorously controlled, double blind randomized clinical trial setting with a selective IL-6 inhibitor.

Despite the limitations of small sample size from skin biopsies due to the patient consents in focuSSced and the post hoc nature of our study, a plasma cell-associated gene signature measured on a different technical platform in faSScinate yielded similar pharmacodynamic effects. Furthermore, the biological plausibility of our findings is supported by preexisting literature.^26^^,^^30^ Collectively, these features underscore the robustness of the finding, which may provide insight into the contribution of PCs and their regulation by IL-6 in fibrotic diseases. Based on our findings, it is possible that targeting PC numbers and/or function via different mechanisms could represent a viable interventional strategy to ameliorate disease progression in SSc and related fibrotic diseases.

### Limitations of the study

This study has some potential limitations and caveats. The PD effect by Tocilizumab primarily observed in the study is based on the skin biopsies from the clinical trials. The size of samples is limited by the consent of the patients and the original trial design. It is therefore subject to the statistical power and biases in analysis that may have influenced the effect estimates, although the effect has been demonstrated in two independent clinical cohorts in the study. The verification of the plasma gene signature and their change with additional approaches such as IHC imaging which would better support the findings is compromised by the tissue availability since the skin biopsies collected from the clinical trials conducted many years ago have been either lysed to retrieve RNA or destroyed according to the trial protocol by the time we performed the analyses.

Given current techniques to isolate intact PCs from tissues made it challenging to confirm specific tissue B-lineage subsets with the signature, emerging technique such as spatial transcriptomics and proteomics may enable it to be addressed in future studies.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Deposited data**		

bulk RNAseq of skin biopsy from focuSSced	This paper	GSE231694
Microarray of skin biopsy from faSScinate	Stifano et al.^42^	GSE106358
bulk RNAseq of whole blood PAXgene from faSScinate	This paper	GSE231694
bulk RNAseq of explanted lung tissue from ILD patients	This paper	GSE231694
scRNAseq of fibrotic lungs	Gao et al.^43^	GSE159354

**Software and algorithms**		

R v 4.0.2		http://www.R-project.org
RStudio		http://www.rstudio.com/
DESeq2 package	Bioconductor	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
WGCNA package	CRAN	https://cran.r-project.org/web/packages/WGCNA/index.html
clusterProfiler package	Bioconductor	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
GeneOverlap package	Bioconductor	https://bioconductor.org/packages/release/bioc/html/GeneOverlap.html
Seurat package	CRAN	https://cran.r-project.org/web/packages/Seurat/index.html

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Guiquan Jia ().

#### Materials availability

This study did not generate new unique reagents.

### Method details

#### RNAseq dataset

The RNA for bulk RNAseq was prepared from the skin biopsies collected from focuSSced cohort (NCT02453256). Briefly, the skin samples in RNAlater (Qiagen, Austin, TX, USA) were transferred to TRIzol (ThermoFisher Scientific, Waltham, MA, USA)-filled tubes and homogenized using a Miltenyi gentleMACS™ Dissociator. Afterwards, samples were centrifuged for 3 minutes at 8000g and the supernatants were collected. The total RNA was isolated from the supernatant using the RNeasy Fibrous Tissue mini kit. Resultant total RNA after assessed quantitatively (NanoDrop; ThermoFisher Scientific) and qualitatively (Bioanalyzer; Agilent, Santa Clara, CA, USA) were used for RNAseq.

Bulk RNAseq dataset was prepared by sequencing the RNA on the Illumina HiSeq 4000 platform and followed by aligned and annotated to human genomic database GRCh38, which comprised 58302 features and 76 samples, 62 from 37 subjects, the subset of the patients that consented for pre-post treatment skin biopsies in focuSSced study and 14 from age and gender matched healthy donors. The statistical diagnostic for flagging potential outlying samples was analyzed with the standard procedure of WGCNA^44^^,^^45^ using all genes available. Three samples as the outliers were removed from the subset of SSc patients in this dataset. Among 36 subjects with SSc after outlier sample removal, 22 subjects had 2 biopsies, each from pre- (baseline) and post-treatment (week 48), where 11 subjects were in placebo (PBO) arm and 11 subjects in the TCZ treatment arm.

Microarray dataset of skin biopsy from faSScinate cohort (NCT01532869) was described in previous publication.^14^^,^^42^

Bulk RNAseq dataset of whole blood PAXgene generated in Genentech included 20 samples from patients in faSScinate (NCT01532869) and 10 age matched healthy donors and was aligned and annotated to the genome database GRCh38.

Bulk RNAseq dataset of explanted lung tissue from ILD patients was generated in Genentech using lung samples collected from SSc ILD and IPF patients during transplantation. It included 20 SSc ILD, 20 IPF and 20 healthy controls. It was aligned and annotated to the genome database GRCh38.

scRNAseq dataset was described in previous publications,^43^ which included cells of lung tissues from 3 patients with systemic sclerosis and 3 normal controls (GSE159354).

#### Identification of DEGs in SSc skin and ILD lung in compared with the controls

DESeq2 package^46^ in R was applied to identify DEGs at baseline by comparing expression counts of baseline samples between disease and control. The adjusted p-value < 0.05, |fold change (FC)| ≥ 2, and mean of counts (baseMean, a parameter used in DEseq2) > 25 (about one quartile of the range of mean of counts for genes in RNAseq) were used as cut-off criteria for DEGs selection for further analysis indicated (detail of DEG information available in supplemental information).

#### Identification of DEGs by the effect of TCZ treatment in SSc skin

DEG analysis with DESeq2 package was performed with likelihood ratio test (LRT) in a matrix design of time course analysis with fully-paired samples intra-individually to reach the differential expression (DE) between pre- (baseline, used as the reference) and post-treatment (week 48) within each arm and the gene expression impacted by the true effect of TCZ treatment was obtained by contrasting between two arms with placebo group as the reference. The PD genes were selected based on the criteria as of adjusted p-value < 0.05, FC ≤ -1.5, and mean of counts (baseMean) > 25 (about one quartile of range of mean of counts for genes in RNAseq). The information of PD genes is available in supplemental information.

#### Construction of the gene co-expression network affected by TCZ treatment

All PD genes selected on the effect of TCZ treatment and the subset of RNAseq from SSc skin samples in the treatment arm were used in the construction of weighted co-expression networks (modules) using the WGCNA^44^^,^^47^ procedure with WGCNA R package available on the Comprehensive R Archive Network (http://cran.r-project.org). Briefly, the gene expression level in counts were transformed with the function of voom in limma^48^ R package first. And then the network was rendered based on a pair-wise correlation using a β of 8 as a weight and 20% genes in the least connection from softConnectivity analysis within the package were excluded from the clustering. And finally co-expressed genes were clustered according to a topological overlap metric with the method of “ward.D2”, and the modules assigned in default by colors with the dynamic tree cut algorithm at a minimum module size of 30 for gene number. The genes without annotated gene symbol were excluded (95 out of 427 genes). Module eigengene (ME) was calculated with a function in WGCNA package based on all gene expression within the module/signature and transformed to positive value with formula (ME – min (ME) +1) when required in the process of log transform.

#### Construction of the gene co-expression network in ILD lungs

All DEGs from DEG analysis described in relevant section were applied to construct weighted co-expression modules for each case. The subset of RNAseq from the defined disease samples were used in the network construction using the same parameter setups in the procedure of WGCNA described above.

#### Pathway enrichment analysis

In order to investigate gene module at the molecular and functional level, we performed Reactome pathways enrichment analysis (and other pathway databases if available) by using clusterProfiler^49^ (http://bioconductor.org/packages/release/bioc/html/clusterProfiler.html), which calculates and compares enriched functional categories of each gene module.^50^ Using gene ratios (the proportions of genes enriched in each category) and adjusted p-values, a dot plot was constructed to visualize the difference in enriched functional categories between the modules.

#### Gene overlap analysis for the conserved PC module

The principle to detect module overlap network was elicited previously by Mohoney et al.^51^ and Taroni et al.^23^ As an alternative practice, R Package: GeneOverlap from BioConductor, was used. Given two sets of gene lists, this package calculated the overlaps between all pairs of lists from the two intersecting sets. Fisher's exact test was used based on the hypergeometric distribution to determine the p-value and odds ratio in comparison to a genomic background. The null hypothesis is that the odds ratio is no larger than 1. In our cases, the genomic background was scoped as the union size of all DEG input for the sets in comparison presented in the result section, respectively. The matrix table with odd ratio and p value were created to represent all pairwise overlap comparisons between the gene lists, where p value was transformed with -log_10_(x). The p value less than 0.05 was labelled as no significance (n.s.) statistically.

#### Heatmap of genes in clustering

A common method of visualizing gene expression as a heatmap was generated with pheatmap function from R package of pheatmap available from CRAN. All gene expression in counts from RNAseq was voom-transformed with limma^48^ package for linear modeling and scaled in the heatmap. The genes and subjects in raw and column of heatmap, respectively, were hierarchically clustered with the method of ward.D2.

#### scRNAseq analysis

The scRNAseq data was processed and analyzed following the standard analytical flow on the website of Seurat^52^ R package version 4.0.1. In brief, after counts normalization and IntegrationAnchors identification for each sample dataset, respectively, all sample datasets were integrated together with the functions in Seurat package accordingly. Then we performed graph-based unsupervised clustering of this integrated data using FindNeighbors (reduction = “pca”, dims = 1:30) and FindClusters (resolution = 1) function of Seurat and visualized the clusters on uniform manifold approximation and projection (UMAP) plot using RunUMAP function of Seurat based on networks of the shared-nearest neighbor (SNN) graph. Cell types for each cluster were annotated via canonical cell type markers and then merged to the major cell types presented in airway and lung. The expression comparison of the gene of interest was plotted in stacked violin plot with the clusters of interest using the functions included in Seurat package.

Boxplots representing the nonzero percent makeup distributions of individual varieties of immune cell as a proportion of all immune cells per subject within each disease group.

### Quantification and statistical analysis

All statistical analyses and graphing were performed using R with a variety of relevant packages available either form CRAN or BioConductor. Statistically correlation coefficient and significant differences were assessed by the tests indicated in the graphs. For all analyses, a two-sided p-value less than 0.05 was considered statistically significant.

### Additional resources

focuSSced cohort: NCT02453256. Link: https://clinicaltrials.gov/study/NCT02453256

faSScinate cohort: NCT01532869. Link: https://clinicaltrials.gov/study/NCT01532869.

## Data Availability

• All RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available as supplemental information or from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

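Bulk RNA from skin biopsies of 37 subjects with SSc and 14 healthy donors was analysed as 76 libraries. Subjects were randomized to placebo or TCZ, and biopsies were taken at baseline and at week 48. The values used are whole-number read counts per gene, which the authors made by aligning the reads to GRCh38 and deposited without normalization. The aligner, the counting tool, its strand setting and the annotation release are not given in the sources used here. The files of single samples held the same counts as the table of all libraries, which was used. Of 58302 features, 57532 were matched by identifier to the gene annotation used here, which gave symbols, gene types and coordinates on GRCh38. Total counts per library and their medians are given with the description of the samples, and 22706 to 31182 genes had at least 1 count. Intervals for single counts were not computed, since all values are compared across subjects.

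Genes with low counts were removed by edgeR's filterByExpr, and library sizes were scaled by TMM. The treatment effect was fitted with edgeR's quasi-likelihood test on the 50 libraries of 25 subjects with both biopsies, with each subject as a block and 3 coefficients of interest, namely the change to week 48 in each arm and the difference between these changes. SSc baseline was compared with healthy skin, and TCZ baseline with placebo baseline, by the same test without a block. Pairs came from the subject labels, and both biopsies of a pair come from the same donor. Deviations from the group means correlated with a median of 0.287 within a pair and −0.0190 between subjects of an arm over 20426 genes, and 17 of 25 pairs were over 0.1. Adjusted p-values are those of Benjamini and Hochberg over the genes tested. For the treatment effect the paper's results give a p under 0.05, while its methods give an adjusted p under 0.05, each with a fold change threshold of 1.5, and the methods add a mean count over 25. Counts named as at the paper's thresholds use the unadjusted p of the results with the fold change and mean count, and counts at an adjusted p under 0.05 are given beside them. For SSc against healthy skin the paper's thresholds are an adjusted p under 0.05, a fold change of at least 2 and a mean count over 25.

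The PC module eigengene is the first principal component of z-scored log2(CPM + 1) values of the 44 PD-3 genes over all libraries, and its change is the difference of log10 values after the lowest value was subtracted and 1 was added. Changes were compared between arms by permuting the arms 100000 times and within arms by exact sign flips. Permutation tests between groups double the smaller tail, while tests with a covariate and the sign flips count both tails by absolute size, and for the skewed levels of SSc against healthy skin the second gives a larger p. The 4-gene signature is the mean of log2(CPM + 1) of MZB1, POU2AF1, DERL3 and FAM30A. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, over 32 lists of cell types, pathways and RNA quality and the 4 PD modules. Overlaps of the PD modules with the lists used Fisher's exact test with the 16613 tested genes of a mean count over 25 and a symbol as the background, which holds 33 genes of PD-1, 169 of PD-2, 35 of PD-3 and 44 of PD-4.

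The genes named are the 10 with the largest rise and the 10 with the largest fall among genes past the adjusted p (or, where fewer than 10 passed, past the paper's thresholds), the genes the paper names, and the 3 members of each described list with the smallest p. Pseudogenes, immunoglobulin variable and joining segments and sex-linked control genes were left out of the ranking. This rule, the tests, the lists and most alternatives were set before the data were examined, when the paper's tables had been seen. The alternatives were other tests (DESeq2, limma and the Wilcoxon test), no block for subjects, RLE scaling, other filters, other forms of the eigengene, pseudocounts of 0.1 and 5, the number of detected genes as a covariate and the removal of libraries with a standardized connectivity under −2.5. Connectivity over all libraries removed 3 libraries, none of them healthy. Connectivity on voom values over SSc libraries alone removed another set of 3. This second set was chosen after seeing the data, from 4 ways to compute connectivity of which 3 gave these libraries, and it leaves 11 pairs in each arm. The 6 genes left without the immunoglobulin genes, IGLL5 and the feature with no annotation were settled after a first p had been seen for 8 genes, with no change of the call. For DESeq2 the mean count is its mean normalized count, as in the paper's table, a choice made after counts with the mean raw count had been seen.

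edgeR's quasi-likelihood test, limma on differences, DESeq2's test of the interaction term, camera and the permutation test of the eigengene were tested on simulated data, and the other tests were not. With 4980 genes in the design of the treatment effect, edgeR recovered 4 of 73 genes changed 1.5-fold, 24 of 61 changed 2-fold and 48 of 66 changed 4-fold, with 1 false call. With 4940 genes in the comparison of SSc with healthy skin it recovered 34 of 60, 61 of 67 and 72 of 73 genes at the same folds, with 9 false calls. In 200 simulations of 44 genes, the test of the eigengene between arms called 14 with no effect, 181 with a fall of 1 log2 unit and 200 with a fall of 2.

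The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The co-expression network, the Reactome enrichment, clinical measures, the other trial, lung, blood and single-cell data were not analysed here. Results for some single genes are not reported here.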

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

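The tests of a loss of all cell types, of the baseline level, of other splits of the samples, of library sizes without the most abundant genes and those without the 3 SSc libraries of lowest connectivity were chosen after the results were seen, and the other tests were written before.

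The PC module was lower on TCZ relative to placebo as an eigengene (−0.0266), as the mean of log2(CPM + 1) of its genes (−0.76) and as the 4-gene mean (−0.80), each marked by a test of the difference between the arms, on genes that the study selected on these samples for that difference. More fat in the week 48 biopsies is argued against as the whole cause, since with the change of the adipocyte markers as a covariate the difference was −0.93 (p = 0.0118). Library quality as measured by the number of detected genes is too, with −0.74 (p = 0.0203) after this number was added. Other measures of quality were not tested and stay open. The mitochondrial share reached 16.7% of counts at week 48 on placebo and 5.48% on TCZ. A loss of every immune and stromal cell would lower other markers too, but the lowest median among fibroblast, endothelial and T cell markers was −0.0224 against −1.36 for the PC module genes, while a loss of some immune cells stays open, with medians of −0.46 for macrophage, −0.43 for NK and cytotoxic, −0.46 for dendritic and −0.42 for plasmacytoid dendritic cell lists. Chance in the baseline level stays open, since the eigengene with its baseline as a covariate differed by −0.0220 (p = 0.0255), but by −0.0143 (p = 0.0811) without the 3 SSc libraries of lowest connectivity. In these data it stays a hypothesis, found and tested on the same subjects, that TCZ itself lowered the module. The paper reports that MZB1, POU2AF1 and DERL3 as a set fell on TCZ against placebo in the faSScinate trial. It reports this also with their baseline level as a covariate. That trial was not analysed here. No test here separates fewer plasma cells from less transcript per cell.

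PD-2 and ribosomal protein genes had negative values on TCZ relative to placebo, but the PD-2 mean did not pass (p = 0.0827), and the call of the ribosomal protein list at the preset correlation was lost with an estimated one (adjusted p = 0.511). With the number of detected genes as a covariate the difference of PD-2 was −0.66 (p = 0.0794) against −0.67 (p = 0.0856) without it, and without the 3 libraries it was −0.67 (p = 0.0164) with the covariate. As reported neither value passed the threshold, so library quality stays open. Reads shared between ribosomal protein genes and the 59 pseudogenes in PD-2 could account for their joint change, as the mean changes correlated over 25 subjects with r = 0.733 (p = 0.000280, rho = 0.589, p = 0.00211). Without the 2 farthest subjects r was 0.345, so its size depends on them, and shared reads cannot be told apart from a joint change of the genes.

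The PC module was higher in SSc skin than in healthy skin by 1.18 on the log2 scale. With the immediate early genes as a covariate, a sign of tissue handling, the difference was 0.98 (p = 0.0920), and with the share of the 10 most abundant genes it was 0.83 (p = 0.0759). Both terms kept most of the difference while the call ended, and why it ended was not tested. A few genes taking most of the counts is argued against as the cause only as far as it acts through library size. With the 10 most abundant genes left out of each library size and no TMM factor, the difference was 1.26 (permutation test, p = 0.00104). These changes of scaling were not tested apart. The share of the 10 genes shifts other genes by 0.06 on the log2 scale. The test with this share as a covariate did not exclude it, and handling cannot be told apart from disease in this design. The disease itself stays among the open explanations.

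At week 48 the PC module was still higher than in healthy skin, by 0.76 on TCZ (permutation test, p = 0.000600) and by 1.10 on placebo (permutation test, p = 0.00148), a comparison the paper does not report. The healthy libraries are those of the baseline comparison and no covariate was added, so handling cannot be told apart from disease here either. These tests double the smaller tail, and a test that counts both tails by size was not run.

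Further gene groups that the paper does not discuss for these samples were higher in SSc skin than in healthy skin, with no call kept with an estimated correlation. The counts below use an adjusted p under 0.05 alone, at which 4379 of all 20953 genes rose and 3804 fell. Of 18 T cell markers 17 rose (18 adjusted over the list alone, median log2 fold change 1.76, adjusted p = 0.563 with an estimated correlation), among them the inhibitory receptor TIGIT (2.87, standard error 0.48) and the signaling adaptor SH2D1A (2.76, standard error 0.45). Of 14 NK and cytotoxic genes 13 rose (13 adjusted over the list alone, median 1.80, adjusted p = 0.523 with an estimated correlation), among them the granule proteases GZMA (2.94, standard error 0.48) and GZMB (3.58, standard error 0.64). Of 10 chemokines and guanylate-binding proteins of the interferon gamma response 10 rose (10 adjusted over the list alone, median 1.97, adjusted p = 0.419 with an estimated correlation), among them CXCL9 (4.98, standard error 0.75) and GBP5 (3.06, standard error 0.46). Of 24 type I interferon response genes 20 rose (21 adjusted over the list alone, median 0.83, adjusted p = 0.470 with an estimated correlation), among them IFI44 (1.78, standard error 0.25). Of 6 plasmacytoid dendritic cell markers 3 rose (3 adjusted over the list alone, median 0.93, adjusted p = 0.523 with an estimated correlation). Of 13 endothelial markers 11 rose (11 adjusted over the list alone, median 0.67, adjusted p = 0.563 with an estimated correlation), of 8 smooth muscle genes 8 (8 adjusted over the list alone, median 1.25, adjusted p = 0.419 with an estimated correlation), and of 6 genes of blood cell RNA 4 (5 adjusted over the list alone, median 3.14, adjusted p = 0.579 with an estimated correlation).

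In 100 splits of the samples by limma, chance could be excluded for SSc against healthy skin, where the real split gave 1634 genes, the only 1 of 100 that large, and the highest other gave 99. It could not be excluded for the treatment effect at the paper's thresholds (139 genes, 71 of 100 splits as large, highest other 3980), the change on TCZ (717 genes at an unadjusted p under 0.05 in a fit of that arm alone, unlike limma's fit of both arms, 44 of 100, highest other 8182), the change on placebo (181 genes, 93 of 100, highest other 3295) and the baseline arms (825 genes, 42 of 100, highest other 4823). Splits with several times the real count may point to a structure of the samples other than the arms, or to genes that vary together, which was not tested.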

How the results depend on the processing

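The removal of the 3 SSc libraries chosen on voom values, the simulated recovery by mean count, the DESeq2 tests against arm and week, those without these libraries and the 1-sided Wilcoxon test were chosen after seeing the data. Of 123 alternative values of the leading results, 99 kept their direction and side of the threshold, or a count within 1.5 times. For the treatment effect, the count at an adjusted p under 0.05 was 0 in edgeR's quasi-likelihood test under each filter, scaling, covariate and removal of libraries, in limma and in DESeq2's tests of the interaction and of both week terms (unadjusted p under 0.05: 281 in edgeR as reported, 349 in limma, 392 and 322 in DESeq2). DESeq2's tests that also cover differences between subjects gave 6985 against an intercept, 7120 against arm and week, 7673 against arm and week with no filter on low counts, and 7055 against an intercept without the 3 libraries. At the paper's thresholds these gave 755, 763, 762 and 742 genes, against 109 as reported. With no replicate block the count was 842, without the 3 libraries 249, and 351 for the interaction term of DESeq2 without them. The tests against an intercept or arm and week hold the subject terms by construction, and for the other counts the cause was not tested. The block for subjects, which ties both biopsies of a donor, was left out for the counts of genes and the named genes, and among these it moved no other call than those given here. Within the TCZ arm edgeR called 0 genes at an adjusted p under 0.05 (389 at an unadjusted p under 0.05, 469 by limma, 546 by DESeq2) and within the placebo arm 0 (159, 215 and 233). Between the baseline arms edgeR called 0 genes (1701 at an unadjusted p under 0.05) and DESeq2's Wald test 2. For SSc against healthy skin the count of 1691 ranged from 1493 without outlying libraries to 1741 with no filter on low counts.

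The PC module eigengene change between arms kept its sign in each alternative. It missed the threshold in the Wilcoxon test (−0.0266, p = 0.0752), in that test without the 3 libraries (−0.0244, p = 0.0660), with the baseline as a covariate without them (−0.0143, p = 0.0811) and in the week 48 libraries alone, with no replicate block and no baseline (−0.0128, p = 0.436). Leaving out single subjects gave −0.0300 to −0.0202, with p = 0.0518 at −0.0202, and the threshold was missed in 4 of 25 such fits. Within the placebo arm the change was −0.000657 without outlying libraries, against 0.00280 as reported, and −0.00364 to 0.00605 with single subjects left out. The correlation of baseline with change on placebo was −0.645 (p = 0.0368) without the 3 libraries. With a pseudocount of 0.1 the difference of the PC module mean between arms was −1.22 and with 5 it was −0.43, and for the 4-gene mean −1.12 and −0.40. For these values the cause was not tested. Camera called 20 lists between the arms, 23 on TCZ, 16 on placebo and 22 for SSc against healthy skin at the preset correlation, and 0 in each with an estimated correlation. Of 848 values of named genes under alternatives, 709 kept direction and call, and 136 passed the threshold only under an alternative, each for the treatment effect. These 136 all came from DESeq2's tests against an intercept or arm and week, which also cover differences between subjects. The other tests of the treatment effect called 0 genes. In SSc against healthy skin 2 values did not pass under limma's voom, DERL3 among them, and for the treatment effect IGHA1 turned to 1.15 with no replicate block. By mean count, edgeR recovered 5 of 30 simulated 2-fold changes between the arms in genes at or under 590.3, the median of the changed genes, and 19 of 31 above it. Depth itself was not varied, and each gene kept its own spread, so the part of depth was not tested. For 1.5-fold changes it recovered 2 of 41 and 2 of 32.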

Differences from the paper's values

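DESeq2's test against arm and week and the 1-sided Wilcoxon test were chosen after the results were seen. The paper reports 534 genes lower on TCZ from 764 changed genes, and edgeR's quasi-likelihood test of the difference between the arms gave 57 and 109 at the unadjusted p under 0.05 of the paper's results, with the fold change and mean count of its methods. The paper's methods give an adjusted p under 0.05 instead, at which this test called 0 genes. Of the alternatives set before the data were examined, DESeq2's likelihood ratio test against an intercept (527 and 755) and the fit with no replicate block (791 and 842) were within 1.5 times. The others were not, namely RLE scaling (67 and 114), no filter on low counts (81 and 145), a mean count over 25 as the filter (61 and 110), detected genes as a covariate (89 and 162), the removal of outlying libraries (39 and 88), limma (69 and 139), and DESeq2's tests of the interaction term (94 and 158) and of both week terms (62 and 104). DESeq2's test of the paired model against arm and week, chosen after seeing the values, gave 534 and 763 and called 529 of the paper's 534 genes, with 5 dropped by the filter on low counts, and with no filter 532 and 762, with 3 of the paper's genes not called. The test against an intercept called 521 of them, and the fit with no replicate block 296. In the paper's table, p follows from its test statistic at 24 degrees of freedom for 533 of 534 genes. The paired model against arm and week has 24 degrees of freedom on all deposited pairs, and it also tests differences between subjects. The p-values of that table thus test more than the difference between the arms. Its fold changes were within 0.03 of the difference between the arms for 534 genes. Its mean normalized counts matched those of all 50 paired libraries (median difference 5.82e-05%), whereas those of the 44 libraries without the 3 outlying ones differed by a median of 11.2%. The paper's text states 11 pairs in each arm. The table holds 493 genes with the paper's adjusted p under 0.05, and its highest adjusted p is 0.148.

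The paper counts 39 of the 44 PC module genes as immunoglobulin variable genes, and the annotation used here gives 25 variable segments, with 2 joining segments, 8 constant genes and 1 constant pseudogene beside them. No alternative was set for this count.

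For the eigengene change between the arms, Fig. 2C shows p about 0.04, read by eye, and the 2-sided Wilcoxon test gave 0.0752. No alternative of this test was set before the data were examined. The 1-sided Wilcoxon test, chosen after seeing the values, gave 0.0376, and the permutation test 0.0292. The paper's methods state 2-sided p-values, so the 1-sided value does not show which test the figure used. These p-values use all deposited pairs, whereas the paper's text states 11 pairs in each arm. Without the 3 SSc libraries of lowest connectivity, which leaves 11 pairs in each arm, the 2-sided Wilcoxon test gave 0.0660. The eigengene here was built from log2(CPM + 1) values, and the paper's methods describe voom values. Why the values differ was not tested. In Fig. 2D the printed p within the TCZ arm matches 0.0322 from the Wilcoxon signed-rank test.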

Other observations

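None of the tests in this part was chosen after the results were seen. In SSc skin at baseline, most of the genes that passed on the lists of the extracellular matrix, the TGF-beta response and macrophages were higher than in healthy skin, and those on the lists of immediate early genes, metallothioneins and mitochondrially encoded genes were lower. Unless adjusted over the list alone, list counts for SSc against healthy skin in this part use an adjusted p under 0.05. At that threshold 4379 of all 20953 genes rose and 3804 fell. COMP, a matrix protein of cartilage and tendon, went from 16.2 ± 11.6 CPM in healthy skin (SD, n = 14) to 604 ± 598 CPM in SSc skin (SD, n = 36), a log2 fold change of 5.22 (standard error 0.55, adjusted p = 1.42e-10 from edgeR). The collagenase MMP1 rose by 5.93 (standard error 0.97, adjusted p = 3.13e-06). Of 30 matrix genes 16 rose and 2 fell (18 and 3 adjusted over the list alone, median 1.19), of 20 genes of the TGF-beta response 13 rose and 2 fell (13 and 2 adjusted over the list alone, median 1.10), of 22 collagens 10 rose and 7 fell (10 and 8 adjusted over the list alone), and of 12 fibroblast markers 1 rose and 4 fell (1 and 4 adjusted over the list alone). Of 25 macrophage markers 20 rose and 1 fell (22 and 1 adjusted over the list alone, median 1.45). Of 13 immediate early genes, which are induced by stress within minutes, 10 fell (10 adjusted over the list alone, median −2.40, camera p = 0.0177 and adjusted p = 0.419 with an estimated correlation), among them FOSB (−3.49, standard error 0.70), NR4A1 (−3.08, standard error 0.28) and DUSP1 (−2.86, standard error 0.25). Of 8 metallothioneins, whose near-identical copies make counts uncertain, 6 fell (7 adjusted over the list alone, median −1.55), of 13 mitochondrially encoded genes 12 fell (13 adjusted over the list alone, median −0.69), and of 17 keratinocyte markers 9 fell (10 adjusted over the list alone, median −0.89). Mitochondrial genes held 5.80% ± 1.17 of counts in healthy libraries (SD, n = 14) and 4.29% ± 1.20 in SSc baseline libraries (SD, n = 36). Of 11 genes of stressed keratinocytes 8 rose (8 adjusted over the list alone, median 2.23). With an estimated correlation no list passed for SSc against healthy skin, at an adjusted p from 0.419 to 0.904.

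In SSc against healthy skin, of 27 IL-6 and STAT3 response genes 10 rose and 9 fell, of 24 chemokines 10 rose and 5 fell, of 11 mast cell markers 5 rose, of 11 dendritic and Langerhans cell markers 6 rose and 2 fell, of 13 hair follicle genes 5 rose, of 8 skeletal muscle genes 2 rose and 3 fell, of 10 sweat gland genes 1 rose and 1 fell, of 14 cell cycle genes 2 rose, and of 77 ribosomal protein genes 1 rose and 5 fell. Adjusted over the list alone these were 10 and 9, 11 and 5, 5, 6 and 3, 9, 2 and 3, 1 and 1, 1, and 1 and 1. None of 12 sebaceous gland genes, 15 adipocyte markers and 5 melanocyte markers passed by edgeR, and 1, 1 and 0 had an unadjusted p under 0.05. Of the PD modules, 37 of 44 PD-4 genes rose and 1 fell (40 and 1 adjusted over the list alone), 20 of 32 PD-1 genes rose and 2 fell (23 and 2), and 24 of 211 PD-2 genes rose and 18 fell (17 and 14), each a list the study chose on samples that include these.

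Between baseline and week 48, markers of several cell types moved as lists without single genes that passed, and no list call held with an estimated correlation. On TCZ, 13 of 14 NK and cytotoxic genes were negative (median −0.56, adjusted p = 3.47e-07, and adjusted p = 0.315 with an estimated correlation), among them the receptor KLRD1, lower in 10 of 11 subjects (−0.70, standard error 0.23, unadjusted p = 0.00498). PD-2, which the study selected on these samples, holds 4 genes of this list. On TCZ, 9 of 10 genes of the interferon gamma response were negative (median −0.35, adjusted p = 0.000456, and adjusted p = 0.315 with an estimated correlation). The interferon gamma list also had 9 of 10 negative on placebo (median −0.20), and between the arms it was not called (adjusted p = 0.370). For IL-6 and STAT3 response genes 18 of 27 were negative on TCZ (median −0.12, adjusted p = 0.00934, and adjusted p = 0.386 with an estimated correlation), and between the arms the list was not called (adjusted p = 0.145). Adipocyte markers on TCZ had 14 of 15 positive values (median 1.03). On placebo 14 of 14 cell cycle genes were negative (median −0.21, adjusted p = 3.14e-09, and adjusted p = 0.322 with an estimated correlation). Skeletal muscle genes were negative between the arms in 8 of 8 (median −0.39, adjusted p = 0.000783, and adjusted p = 0.0942 with an estimated correlation), as were 5 of 5 melanocyte markers (median −0.83, adjusted p = 0.000314, and adjusted p = 0.334 with an estimated correlation). Median log2 fold changes over all genes moved by less than 0.1 between TMM and RLE scaling in each comparison.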
